# Maternal microRNAs linked to birth deficits due to prenatal alcohol exposure are dominant modifiers of gene expression in invasive trophoblast cells

**DOI:** 10.3389/fcell.2026.1834760

**Published:** 2026-05-28

**Authors:** Deepa Upreti, Christina D. Chambers, Rajesh C. Miranda

**Keywords:** fetal growth restriction, miRNAs, placenta, prenatal alcohol exposure, transcriptional regulation

## Abstract

**Introduction:**

Prenatal alcohol exposure (PAE) can impair placental development and result in fetal growth restriction. However, the underlying molecular mechanisms are unclear. We previously found that PAE in some, but not all pregnancies, resulted in significantly elevated circulating levels of 11 microRNAs (HEamiRNAs) in the 2nd trimester. This subgroup of PAE women experienced adverse infant birth outcomes due to PAE, Subsequently, these HEamiRNAs collectively but not individually, were found to inhibit a defined set of placental epithelial-mesenchymal transition (EMT) genes and, inhibited invasiveness of placental trophoblast cells.

**Methods:**

Here we extend these findings by performing whole-transcriptome analysis to dissect the contribution of ethanol compared to HEamiRNAs in HTR-8/SVneo cells, a model for invasive, human extravillous trophoblasts.

**Results:**

We observed a large, distinct and statistically greater effect of HEamiRNAs mimics on trophoblast transcript profiles irrespective of ethanol exposure, specifically on EMT, extracellular matrix, angiogenesis and immune signaling pathways among others. Weighted gene co-expression network analysis (WGCNA) identified additional placental growth networks related to epithelial cell proliferation and differentiation and MAPK/PI3K, Hippo and Rap1 signaling.

**Discussion:**

This study provides a mechanistic framework to explain that the effects of PAE vary across pregnancies, because they are contingent in part, on the elevation key maternal circulating miRNAs.

## 1 Introduction

Prenatal alcohol exposure (PAE) can compromise key developmental processes throughout all stages of gestation, decreasing placental function, impairing fetal growth and development, disrupting brain maturation and leading to long-term neurobehavioral impairment (Petrelli et al., 2018). Alcohol consumption is common among individuals of reproductive age, and the global prevalence of alcohol use during pregnancy was estimated to be 9.8% (Popova et al., 2017). State-wide biochemical assessments in newborns indicate the presence of PAE in 8%–15% of all pregnancies in the general North American population, at least during the last trimester (Bakhireva et al., 2017; DiBattista et al., 2022; Umer et al., 2020). A recent prospective case ascertainment study in four elementary school systems across the US suggested that Fetal Alcohol Spectrum Disorders (FASDs) are present in 1%–5% of the general population (May et al., 2018). Alcohol readily crosses the placenta and can interfere with early developmental processes, including placental formation and fetal growth (Ohira et al., 2019). However, for reasons that are not well understood, pregnancies with similar levels of PAE can result in varying severity of outcomes, and not all exposed pregnancies result in cardinal craniofacial anomalies and growth deficits associated with FASD. Our previous studies suggested that microRNAs (miRNAs), small, non-coding RNA molecules that regulate gene expression post-transcriptionally, primarily by binding to the 3′untranslated regions of target mRNAs (Upreti et al., 2025), may explain birth outcome variations following PAE.

In a longitudinal study of alcohol and pregnancy outcomes (Balaraman et al., 2016), we previously reported that some pregnant women with heavy prenatal exposure to alcohol exhibited elevated circulating levels of 11 microRNAs (miRNAs, hsa-miR-222-5p, hsa-miR-187-5p, hsa-miR-299-3p, hsa-miR-491-3p, hsa-miR-885-3p, hsa-miR-518f-3p, hsa-miR-760, hsa-miR-671-5p, hsa-miR-449a, hsa-miR-204-5p, and hsa-miR-519a-3p) in blood plasma during the second trimester of pregnancy and that women with this plasma miRNA signature (termed _HEa_miRNAs) subsequently gave birth to infants with growth and neurobehavioral deficits. In contrast, women with heavy PAE who did not exhibit this miRNA signature, proceeded to have unremarkable birth outcomes, as did non-alcohol-exposed women. Moreover, levels of circulating _HEa_miRNAs during the 2nd trimester explained between 24% and 31% of the variance in morphometric estimates of growth in new-born infants (Tseng et al., 2019b). The cellular source of _HEa_miRNAs remains unclear. Our previous assessment (Tseng et al., 2019b) suggests that the placenta itself is at least one major source, though other tissues may also contribute to this secreted miRNA pool. We also previously showed in a cross-species, rodent to non-human primate comparison, that _HEa_miRNAs collectively but importantly, not individually, statistically moderated the effects of ethanol on placental epithelial-mesenchymal transition (EMT) genes. Further studies in human trophoblast cells, showed that _HEa_miRNAs collectively but again, not individually, decreased cell cycle progression, inhibited invasiveness, and inhibited EMT specifically in placental trophoblasts. *In vivo*, tail-vein delivery of 8 murine-conserved _HEa_miRNAs to pregnant mice resulted in placental and fetal growth deficits (Tseng et al., 2019b). A key finding of our previous studies was that no single _HEa_miRNA recapitulated the effect of the entire pool. Adverse effects on placental growth were only achieved by the collective action of this miRNA pool. Moreover, while previous *in vitro* study using HTR8 cells focused on specific EMT- and invasion-related gene targets, the current study uses whole-transcriptome and network-level analyses to define broader gene networks and programs regulated by _HEa_miRNAs. Accordingly, we used a pooled set of 11 miRNAs (_HEa_miRNAs) to assess their combined biological effects on the transcriptome, rather than testing individual miRNAs.

Unexpectedly, bulk transcriptomic analysis of mouse placenta (mixed labyrinthine and junctional zone tissues), following maternal tail-vein injection of the above 8 murine-conserved _HEa_miRNAs, showed that activators of Notch signaling were significantly enriched by these miRNAs (Pinson et al., 2023). Though in that study, *post hoc* deconvolution strategies were not effective in identifying the impacted cell-types, the Notch signaling pathway is an established activator of EMT (e.g. (Kostina et al., 2016; Zhou et al., 2016)), and therefore this outcome was contrary to our previous observations that collectively _HEa_miRNAs were EMT inhibitors in trophoblast cells. Such outcomes, contrary to predictions, suggest the presence of compensatory biological pathways that may serve to mitigate effects of PAE. Therefore, in the current study, we conducted a new whole-transcriptome analysis to assess the collective effects of the 11 identified human _HEa_miRNAs specifically on HTR-8 cells, a model for invasive, human extravillous trophoblast cells (EVTs) that invade the uterine endometrium and remodel maternal spiral arteries (Davies et al., 2016). Moreover, we assessed the effects of sequential exposure to ethanol and _HEa_miRNAs, since, in our initial studies in pregnant women, PAE preceded the observed elevation in _HEa_miRNAs, and a majority of pregnant women curtailed alcohol consumption following pregnancy awareness (Balaraman et al., 2016). We asked whether sequential exposures to ethanol and _HEa_miRNAs could result in differential regulation of gene expression. Our analysis focused on genes involved in EMT, angiogenesis, inflammation, and broader cellular processes including metabolism, proliferation, and stress response. Using differential expression analysis and weighted gene co-expression network analysis (WGCNA), we identified coordinated gene networks and key regulatory pathways affected by these exposures. We report that the effects of _HEa_miRNAs significantly outweigh the effects of alcohol alone. This work provides mechanistic insight into how maternal circulating miRNAs and ethanol may cooperatively disrupt trophoblast function, contributing to variability in placental dysfunction and fetal growth restriction.

## 2 Materials and methods

### 2.1 Cell lines and culture conditions

All the reagents were purchased from Thermo Fisher Scientific unless otherwise specified. The HTR-8/SVneo extravillous trophoblast cell line was obtained from ATCC (Cat No. CRL-3271) and maintained in RPMI-1640 medium supplemented with penicillin (100 U/mL), streptomycin (100 μg/mL), and 5% vol/vol FCS. Cells were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_. Culture medium was replenished every 2–3 days, and cells were passaged every 4–5 days. All experiments were performed using cells at passage numbers below 10 to ensure experimental consistency.

### 2.2 Cell death and apoptosis analysis

To assess the cytotoxic effects of ethanol exposure, HTR-8/SVneo cells at a density of 7x10^3^ cells/well were seeded in 96-well plates. The cells were subjected to one of four ethanol treatments: 0 mg/dL, 60 mg/dL (13 mM), 120 mg/dL (26 mM), or 320 mg/dL (70 mM) for either 24 h or 48 h. These concentrations were selected to represent a range of physiologically relevant exposures, including levels associated with moderate to heavy alcohol use that can be attained in human populations (Adachi et al., 1991). Cytotoxicity was measured using the CyQUANT™ LDH Cytotoxicity Assay Kit (Thermo Fisher, Cat. No. C20301), following the manufacturer’s instructions and quantified on a microplate reader (Tecan Spark). Apoptotic cell death was assessed using the Caspase-Glo® 3/7 Assay System (Promega, Cat. No. G8091), and luminescence quantified using a multimode plate reader (Agilent BioTek Synergy 2).

### 2.3 Ethanol exposure and miRNA transfection on trophoblast cells

HTR-8/SVneo cells were seeded in 6-well plates at a density of 7.5 × 10^4^ cells/well and cultured overnight. Cells were divided into two ethanol exposure conditions: (1) pre-ethanol, where ethanol was added at the time of cell seeding, and (2) post-ethanol, where ethanol was added after transfection. Transfections were performed using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher, Cat. No. 13778) and 11 miRIDIAN® miRNA mimics (Dharmacon) corresponding to previously identified _HEa_miRNAs: hsa-miR-222-5p, -187-5p, -299-3p, -491-3p, -885-3p, −518f-3p, −760, -671-5p, −449a, -204-5p, and −519a-3p (Tseng et al., 2019b). A mixture of these miRNAs was prepared at equimolar concentrations as described previously (Tseng et al., 2019b). A non-targeting scrambled control (Dharmacon, Cat. No. CN-001000-01-05) was used in parallel. After 5–6 h of the transfection, media were replaced with Opti-MEM containing ethanol at final concentrations of 320 mg/dL. We used a dose of 320 mg/dL for transcriptomic analyses, as it did not induce cytotoxicity but provided a robust experimental exposure condition that is documented to be attained in adults with alcohol use disorders (Adachi et al., 1991). Ethanol exposed cultures were maintained for 48 h in sealed containers placed in dedicated incubators to minimize evaporation. At 24 and 48 h, culture media were collected to confirm ethanol concentrations using gas chromatography as we previously published (Chung et al., 2022; Pinson et al., 2022; Tseng et al., 2019a). On day 4, cells were harvested by gentle trypsinization, washed with RPMI, centrifuged at 300 × g for 5 min at 4 °C, and the resulting pellets were snap-frozen and stored at −80 °C until RNA isolation.

### 2.4 RNA isolation and RNA library preparation and sequencing

Total RNA from HTR-8/SVneo cells treated with ethanol and/or _HEa_miRNAs mimics was isolated using the RNeasy Mini Kit (Qiagen, Cat. No. 74104), following the manufacturer’s protocol. RNA concentration was measured using Qubit RNA BR kit and were normalized to an equivalent starting concentration. RNA quality was assessed with the Agilent TapeStation 4200 RNA assay. All samples included in downstream analysis had RNA Integrity Number equivalent (RINe) values > 7. Libraries were prepared from 100 ng of total RNA per sample using the Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus kit (Illumina), which includes ribosomal RNA depletion. Samples were uniquely indexed and pooled for sequencing. Library quality was verified using the Agilent 2100 Bioanalyzer and DNA 1000 Kit. Paired end 150 bp sequencing was performed on an Illumina NextSeq 2000 using a P4 flow cell to generate ∼60 million reads per library. RNA sequencing data are available in NCBI GEO (*GSE324021*).

### 2.5 Quantification and RNA-sequencing analysis

Raw sequencing reads were assessed for quality using *FastQC* (Andrews, 2010) and trimmed for adapters and low-quality bases (Phred score <20) using *Trimmomatic* (Bolger et al., 2014). High-quality reads were mapped to the human reference genome (GRCh38/hg38) using *HISAT2* (Kim et al., 2015) with default parameters. Transcript-level counts were generated using *HTSeq* (Anders et al., 2015). All preprocessing steps, including quality filtering, trimming, alignment, and quantification, were performed using the Galaxy platform hosted by Texas A&M High Performance Research Computing (HPRC) facility (https://hprcgalaxy.tamu.edu/). Genes with fewer than 10 reads in ≥50% of samples were excluded. The remaining 18,387 genes were used for downstream analyses. Variance-stabilizing transformation (VST) was applied prior to visualization. Principal component analysis (PCA) and hierarchical clustering were used to assess sample quality and identify potential outliers. One sample was removed based on Cook’s distance and PCA separation. Differential expression analysis was conducted using the *DESeq2* package (Love et al., 2014) in the ‘*R’* programming environment. Genes with Benjamini-Hochberg adjusted p-values (FDR) < 0.05 and absolute log_2_ fold change ≥0.5 were considered significantly differentially expressed (differentially expressed genes, DEGs). This threshold, consistent with the published literature (St Laurent et al., 2013), captures moderate but biologically relevant, false-discovery rate-gated changes in gene expression, appropriate for pathway enrichment analysis, since miRNA-mediated regulation often results in subtle transcriptional shifts across large gene networks. All analyses included at least three biological replicates per group unless otherwise specified.

### 2.6 Pathway and network analyses

Hallmark gene sets associated with different cellular processes were extracted from the Molecular Signatures Database (MSigDB (Liberzon et al., 2015)). DEGs were categorized into six functional groups: metabolism, development (including EMT and angiogenesis), stress response, proliferation, immune response, and signaling pathways. Gene Set Variation Analysis (GSVA) was performed to evaluate pathway-level changes using the variance-stabilized expression matrix. GSVA calculates non-parametric enrichment score for each hallmark pathways, which provides measure of pathway activity. GSVA scores were then used to compare pathway-level differences across treatment groups. Weighted gene co-expression network analysis (WGCNA) was performed using variance-stabilized gene expression data on 17 samples (3 samples for each exposure group except 2 samples for _HEa_miRNAs mimics treatment and pre-ethanol exposure) to identify gene modules associated with treatment conditions and biological traits. Modules were assigned color codes, and hub genes were identified within each module based on intramodular connectivity. A topological overlap matrix (TOM) heatmap was generated to visualize network connectivity and module relationships. Module–trait correlations were assessed to link specific gene networks to ethanol exposure (pre-, post-, or no exposure) and _HEa_miRNAs mimics treatments. Pathway enrichment analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database and Gene Ontology (GO) enrichment was performed for each module to identify overrepresented biological functions.

### 2.7 Statistical analyses

For cell viability and apoptosis assays, results were expressed as mean ± standard error of the mean (SEM). Group comparisons were conducted using one-way or two-way ANOVA, followed by Tukey’s *post hoc* test for multiple comparisons, as appropriate. Normality and variance assumptions were evaluated prior to parametric testing. Statistical analyses for these assays were performed using GraphPad Prism (version 10.0.2 (171)). A p-value <0.05 was considered statistically significant unless otherwise specified.

## 3 Results

### 3.1 Bulk RNA-Seq reveals miRNA-dependent transcriptomic signatures in ethanol-treated trophoblasts

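HTR-8/SVneo is an established cell line made from human extravillous trophoblast, the placental cells that invade the uterine wall. The _HEa_miRNAs are 11 microRNAs, which the authors transfected together as synthetic mimics, with scrambled control miRNA for comparison. Cells received no ethanol, or 320 mg/dL (70 mM) ethanol for 48 h before transfection (pre-ethanol) or after it (post-ethanol). With 3 biological replicates per group, this gave 6 groups and 18 RNA-seq libraries. The authors removed ribosomal RNA from 100 ng of total RNA, made stranded libraries and sequenced paired reads of 150 bases. They trimmed reads with Trimmomatic, aligned them with HISAT2 to GRCh38 and counted reads per gene with HTSeq, all on a Galaxy server. The values used here are these raw counts per gene, before any normalization. Total counts were 32721184 to 36388231 (median 35299019, n = 3) in control cells without ethanol and 35192344 to 36341641 (median 36228546, n = 3) in mimic cells without ethanol. They were 34373942 to 34497739 (median 34442526, n = 3) in pre-ethanol control cells and 31288406 to 36099866 (median 33694136, n = 2) in the pre-ethanol mimic libraries used. Post-ethanol libraries held 33997097 to 38054661 counts (median 34441317, n = 3) with control miRNA and 29697667 to 35902945 (median 32777408, n = 3) with mimics. The authors left out replicate 2 of the pre-ethanol mimics, which held 27896820 counts, because it stood apart in the PCA and had high Cook's distances. Values below are from the other 17 libraries unless all 18 are named. Counts were normalized by TMM and given as CPM, which scales each count by the size of its library, and genes were tested with edgeR's quasi-likelihood test with all groups in 1 model. A gene is called a DEG at an adjusted p under 0.05 with an absolute log2 fold change of at least 0.5, the paper's thresholds. Log2 fold changes are given with the standard error from the model, and group means with the SD. Besides the comparisons within each ethanol condition, the mimic effect was averaged over the 3 conditions, and differences of that effect between conditions (interactions) were tested. The comparisons, filters, 38 gene lists and the rule for the genes named were set before the data were examined. Lists were tested with edgeR fits passed to camera (preset correlation 0.01), with p-values adjusted over the lists of a comparison. Choices that could change the numbers are the tool, the minimum fold change, the filter on low counts and the library left out.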

We performed bulk RNA-seq on placental trophoblasts to examine the impact of sequential ethanol exposure and/or _HEa_miRNAs (microRNAs mimics) treatment. We used human trophoblast HTR-8/SVneo cells to investigate gene expression changes that could be relevant to placental and fetal development. Using Galaxy (V21.01) implemented on the institutional supercomputing platform (hprc.tamu.edu), raw reads were aligned to the Gencode GRCh38.v33 reference genome. A total of 60,616 genes were detected initially. Following stringent filtering criteria as described in the methods section, the dataset was refined to 39,017 unique transcripts. The expression data were normalized using size factor estimation. 

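HTR-8/SVneo cells transcribe some genes of trophoblast together with genes of mesenchymal cells. The trophoblast transcription factor TFAP2A had a mean of 114 CPM in control and 104 CPM in mimic libraries. Other regulators of this lineage were also present, with TEAD4 at 45.9 and 63.7 CPM and GATA3 at 11.2 and 8.97 CPM. The invasion integrin ITGA5 had 214 CPM in control and 152 CPM in mimic libraries. TP63, a marker of villous cytotrophoblast, had 0.115 and 0.0756 CPM. The trophoblast markers HLA-G and ELF5 had 0 CPM in both, and KRT7 had 2.46 and 1.98 CPM. Of 17 trophoblast markers, 11 reached 1 CPM in control or mimic cells, as did 3 of 19 syncytiotrophoblast markers. Of 9 genes often used as fibroblast markers, 8 reached 1 CPM, led by COL1A1 at 5411 and 6421 CPM and COL3A1 at 453 and 440 CPM. Among 10 endothelial markers, 4 reached 1 CPM, with TEK at 4.71 and 7.36 CPM and TIE1 at 4.79 and 3.95 CPM. The 11 leukocyte markers stayed at or below 0.434 CPM, the level of ITGAM in control cells. Of the 60616 genes in the table, 39017 had at least 1 read in the 18 libraries and 38074 in the 17 libraries. Removing genes with fewer than 10 reads in 50% or more of the libraries left 18387 genes, and 18259 with all 18 libraries. The 37 mitochondrially encoded genes had 0 reads in the table, so their expression was not measured.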

Our final dataset included 18,387 high-confidence, normalized genes for differential expression and network analyses.

To assess the global transcriptomic changes induced by ethanol exposure and _HEa_miRNAs, we performed principal component analysis (PCA) on the normalized gene expression data. We observed one distinct outlier (a sample from the pre-ethanol exposure with _HEa_miRNAs mimics treatment group) that separated from all other samples in the initial PCA plot (Supplementary Figure S1A). Furthermore, Cook’s distance analysis also showed that this same sample had an abnormally high influence on the fitted model, which significantly exceeded the distribution of all other samples (Supplementary Figure S1B). 

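Replicate 2 of the pre-ethanol mimics carried a strong hypoxia and inflammation program that the other 2 libraries of its group lacked. NDRG1, a gene induced by low oxygen, had 2959 CPM there and a mean of 26.8 CPM in the other pre-ethanol mimic libraries. LOX had 2195 CPM against 62.1 CPM, and the lipase inhibitor ANGPTL4 had 206 CPM against 7.39 CPM. Glucose use genes followed, with HK2 at 1192 against 58.2 CPM, PDK1 at 339 against 30.5 CPM and SLC2A1 at 997 against 107 CPM. The chemokine CXCL8 had 267 CPM against 9.70 CPM, PTGS2 had 54.7 against 2.10 CPM and TNFAIP3 had 117 against 7.26 CPM. FOS and NR4A1, genes of the immediate early response, were lower there, at 36.6 against 136 CPM and 32.4 against 131 CPM. The median log2 difference from the other pre-ethanol mimic libraries was 2.69 over 34 hypoxia genes, 1.51 over 20 glycolysis genes and 1.72 over 25 NF-kB genes. Each of these 3 medians was above those of all 10000 random gene lists of the same size. Ribosomal protein genes had a median of 0.54 and mitosis genes a median of -0.38. Of 11480 genes with at least 5 CPM, 1027 (8.95%) were off by more than 1 log2 unit, and in each of the other 17 libraries at most 0.08% were. The library also carried the change brought by the mimics, with a median of 0.85 in the direction of the mimics over 985 shared DEGs, beside 0.84 and 0.86 in the other pre-ethanol mimic libraries, though 83.9% of these genes lay in that direction there and 100% in each of the others. Endothelial markers were higher there as well (median 1.55 over 7 genes), with VWF at 20.4 against 6.80 CPM and ESAM at 15.6 against 1.27 CPM, as was the noncoding RNA gene RN7SL1 at 6859 against 2837 CPM. Its median Cook's distance from DESeq2 was 0.0702, and those of the other libraries were 0.00242 to 0.0253. It had the highest Cook's distance of the 18 libraries for 10637 genes.

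**Figure D1:**
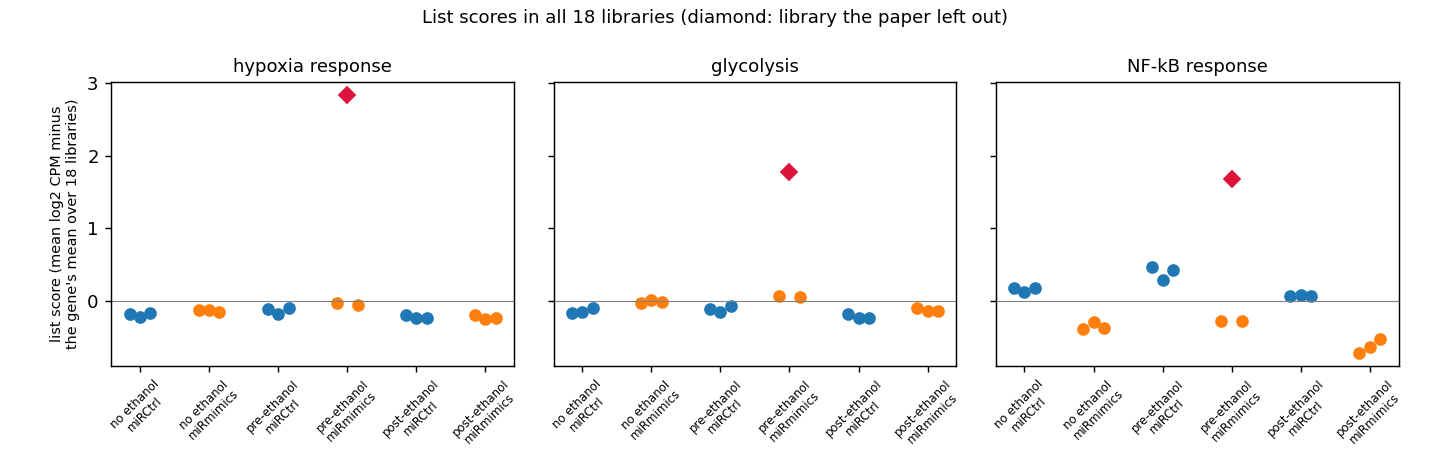
Scores of the hypoxia, glycolysis and NF-kB lists (mean log2 CPM minus each gene's mean over 18 libraries) in the 6 groups, each point a library. The diamond, replicate 2 of the pre-ethanol mimics, has a hypoxia score of 2.84, while the other 17 libraries lie at or below -0.033.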

Upon removal of the sample, clustering of the samples improved, with clear separation between experimental conditions (Figure 1A). In Figure 1A, principal components, especially PC1 captured the major sources of variation in the data. The samples clustered distinctly by treatment group, indicating separation of transcriptomic profiles due to _HEa_miRNA treatment on PC1 and ethanol exposure on PC2. 

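The mimics moved the cells' expression along 1 main axis, and ethanol moved it along another. On PC1 of the 500 most variable genes after variance stabilization, the 8 mimic libraries lay at 8.81 to 11.2 and the 9 control libraries at -9.77 to -7.36. Ethanol timing ordered the libraries on PC2, from -4.94 to -3.24 in pre-ethanol, -1.53 to 0.11 without ethanol and 3.18 to 5.01 in post-ethanol cells. Pre-ethanol and post-ethanol cells therefore lay on opposite sides of the cells without ethanol. PC1 took 71% of the variance and PC2 took 8.5%. Over all 18387 genes on the log2 CPM scale, the mimics took 36.2% of the variance, ethanol condition 14.3%, their interaction 8.86% and the spread between replicates 40.5%. These are shares of sums of squares, not corrected for replicate noise. Part of the ethanol share and much of the interaction share can therefore be such noise. The share of the mimics was 66.55% over genes with at least 5 CPM and 55.07% on variance-stabilized counts. With all 18 libraries, PC1 took 53.1% and PC2 30.1%, and replicate 2 of the pre-ethanol mimics lay at 37.8 on PC1 and -13.2 on PC2. The variance shares of mimics and ethanol were then 27.5% and 14.5%.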

The strong separation of transcriptomic profiles was observed between _HEa_miRNAs mimics and miRNA controls (explaining 80% of the variance on PC1), regardless of ethanol exposure, suggesting that _HEa_miRNA exposure was the major source of transcriptomic variation compared to ethanol (8% of the explained variance on PC2).

**FIGURE 1:**
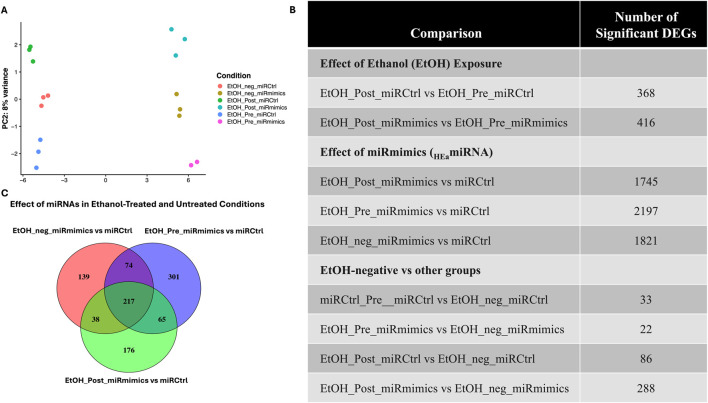
Differential Gene Expression Analysis. **(A)** Principal component analysis (PCA) was performed on the RNA-seq data, which shows the clustering of samples across six experimental groups. ‘EtOH_neg’ represents cells without ethanol exposure, ‘EtOH_pre’ indicates ethanol exposure before miRNA transfection, and ‘EtOH_Post’ indicates ethanol exposure after transfection in HTR8 cells. miRCtrl refers to scrambled control miRNA, and ‘miRmimics’ refers to _HEa_miRNAs treatment. We observed a clear separation of the samples by miRNA exposure on the 1st principal component, and ethanol exposure on the 2nd component. Each point represents an individual sample. **(B)** Number of DEGs identified in pairwise comparisons across treatment groups (at FDR <0.05, log2FC > 0.5). We assessed the effect of timing of ethanol (EtOH) exposure, _HEa_miRNA transfection, and their combined effects in HTR-8/SVneo cells. EtOH(neg) refers to PBS treated baseline controls. **(C)** Venn diagram showing the number of differentially expressed genes (DEGs) that are overlapped or uniquely altered by _HEa_miRNA in presence (pre- and post-exposure) and absence of ethanol (neg). Each group includes n = 2-3 biological replicates.

Analysis using the *DESeq2* package (methods) identified 6,976 significantly differentially expressed genes (DEGs; adjusted p-values (p_adj_ < 0.05) and a log2 fold-change threshold of 0.5). 

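Many trophoblast genes were called in more than 1 comparison, so a sum of DEGs over comparisons counts them repeatedly. The sum over the 9 pairwise comparisons (3 of mimics with control, 6 between ethanol conditions) was 7730 DEGs from edgeR and 6976 from DESeq2, the tool the paper used. These calls fell on 3857 different genes from edgeR and 3443 from DESeq2. Mimics changed 3474 genes in at least 1 ethanol condition, and ethanol timing changed 1035 genes in at least 1 comparison. PLCE1-AS1, an antisense RNA on chromosome 10 (94278681 to 94287478, minus strand), was called for both treatments. Its log2 fold change was 3.13 (SE 0.087) with mimics averaged over the ethanol conditions and -1.12 (adjusted p = 0.000954, edgeR) with pre-ethanol in control cells. PLCE1 lies on the opposite strand over 40.3% of its exon bases, and the strand setting of the counting is not stated in the paper's text.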

All pairwise comparisons between treatment groups resulted in significant DEGs (Figure 1B) using adjusted p-values (p_adj_ < 0.05) and a log2 fold change threshold of 0.5. We found a robust transcriptomic response elicited by both ethanol and miRNA treatment. 

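Ethanol changed far fewer genes than the mimics, in numbers that differed by its timing. According to the paper, cultures with ethanol were kept in sealed containers in incubators of their own. How cultures without ethanol were kept is not stated, so an effect of the containers could not be told apart from that of ethanol. MMP1, a collagenase, rose with ethanol before transfection and fell with ethanol after it. In control cells it had 61.1 ± 6.72 CPM (SD, n = 3) without ethanol, 109 ± 15.6 CPM in pre-ethanol and 32.9 ± 3.09 CPM in post-ethanol cells. The log2 fold changes were 0.84 (adjusted p = 2.02e-07, edgeR) and -0.89, and with mimics they were 0.90 and -1.48. CEMIP, which breaks down hyaluronan, had 56.6 ± 4.12 CPM (SD, n = 3) in control cells without ethanol and fell with post-ethanol (log2 fold change -1.36, adjusted p = 1.14e-11, edgeR). With mimics CEMIP had a log2 fold change of -1.58 under post-ethanol, and of 0.60 under pre-ethanol. The cytokine IL24 had -1.19 in control and -1.51 in mimic cells under post-ethanol, though the gene FCMR overlaps 41.6% of its exon bases. TNFSF18, a ligand of the TNF family on chromosome 1 (173039202 to 173050941), fell most under post-ethanol in control cells, from 1.97 to 0.443 CPM (log2 fold change -2.15, SE 0.225, adjusted p = 3.12e-07, edgeR). DCN fell by 1.04 and DHRS3, a retinal reductase, rose by 1.14 on the log2 scale in the same comparison. In control cells edgeR called 42 DEGs for pre-ethanol (33 higher), 129 for post-ethanol (66 higher) and 464 between post-ethanol and pre-ethanol (213 higher). In mimic cells it called 37, 373 and 489 DEGs, with 27, 237 and 231 higher. DESeq2 called 33, 86 and 368 in control cells and 22, 288 and 416 in mimic cells. Immediate early genes rose with pre-ethanol in control cells (median log2 fold change 0.29 over 20 genes, adjusted p = 0.005 with an estimated correlation). Replication-dependent histone genes fell (median -0.25 over 62 genes, adjusted p = 0.0092 with an estimated correlation). Targets of p53 rose with post-ethanol (median 0.26 over 28 genes, adjusted p = 0.000212 with an estimated correlation). The counts lean on single libraries: pre-ethanol in control cells gave 23 DEGs without pre-ethanol control replicate 1 and 87 without pre-ethanol control replicate 3. In mimic cells pre-ethanol gave 17 without pre-ethanol mimics replicate 1, and post-ethanol gave 217 without post-ethanol mimics replicate 2. With all 18 libraries the counts were 3, 16 and 123 in control and 12, 52 and 849 in mimic cells, and the calls of CEMIP, IL24 and DHRS3 under post-ethanol ended.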

Comparison between _HEa_miRNAs mimics and miRNA controls in pre- and post-as well as no-ethanol exposure resulted in the highest number of DEGs (2,197 DEGs, 1,745 DEGs and 1,821 DEGs respectively), indicating strong miRNA-mediated reprogramming of trophoblast transcriptomic signatures.

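The mimics lowered p53 targets, NF-kB response genes and immediate early genes and raised genes of cholesterol synthesis, in all 3 ethanol conditions with 17 libraries. Targets of p53 fell, with SPATA18 at -1.87 and GDF15 at -1.21, and 15 of 28 were called lower (median log2 fold change -0.51 averaged over conditions, adjusted p = 1.96e-28). NF-kB response genes such as CCL2 (-1.36) and PTGS2 (-1.07) fell, with 16 of 25 called lower (median -0.59, adjusted p = 1.26e-11). Of 20 immediate early genes 13 were called lower (median -0.80, adjusted p = 4.74e-29), among them FOSB at -1.84, EGR3 at -1.80 and NR4A2 at -1.74. Enzymes of cholesterol synthesis rose, with MVD at 0.89 and LSS at 0.78, and 8 of 25 were called higher (median 0.41, adjusted p = 3.42e-18). In fatty acid synthesis 6 of 11 genes were called higher (median 0.50, adjusted p = 4.67e-09), with ACLY at 0.67 and FASN at 0.61. Targets of ATF4 and amino acid synthesis genes rose in 8 of 25 calls (median 0.26, adjusted p = 2.23e-05), though adjusted p = 0.0586 with an estimated correlation. The cystine transporter SLC7A11, also a target of NRF2, rose from 130 to 340 CPM without ethanol, a log2 fold change of 1.49 (SE 0.02) averaged over conditions. The NF-kB list had a median of 0.35 in pre-ethanol cells when all 18 libraries were used, and -0.18 averaged (adjusted p = 0.514 with an estimated correlation). Called counts over these lists were the same when adjusted over the list alone. The adjusted p with an estimated correlation was 0.00355 for p53 targets, 0.0247 for NF-kB genes and for cholesterol synthesis, 0.00771 for immediate early genes and 0.0488 for fatty acid synthesis (0.0601 in pre-ethanol and 0.0612 in post-ethanol cells). Among genes called in all ethanol conditions with at least 5 CPM and no overlap of mimic and control libraries, the largest rise was in PLCE1-AS1, followed by the potassium channel KCND3 (2.654), EDN1 (2.635), the natriuretic peptide receptor NPR3 (2.473), OLR1 (2.449) and the somatostatin receptor SSTR1 (2.412). CLCA2, on chromosome 1 (86424171 to 86456553, plus strand), had the largest fall among them, from 10.5 ± 0.392 to 1.87 ± 0.301 CPM without ethanol (SD, n = 3), a log2 fold change of -2.47 (SE 0.083) averaged over conditions. SCG2 (-1.98) and ABCA12 (-1.89) came next. Mimics changed 1967 genes without ethanol (864 higher), 2374 in pre-ethanol (1022 higher) and 1855 in post-ethanol cells (884 higher) by edgeR. DESeq2 called 1821, 2197 and 1745, of which edgeR also called 1805, 2191 and 1727. Averaged over the ethanol conditions edgeR called 2430 genes, 999 of them higher. Over all 18 libraries the counts were 1347, 2566 and 1329. From the number of DEGs in these 3 comparisons, the largest of the pairwise comparisons, the paper concludes that the mimics reprogram the transcripts of trophoblast cells.

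**Figure D2:**
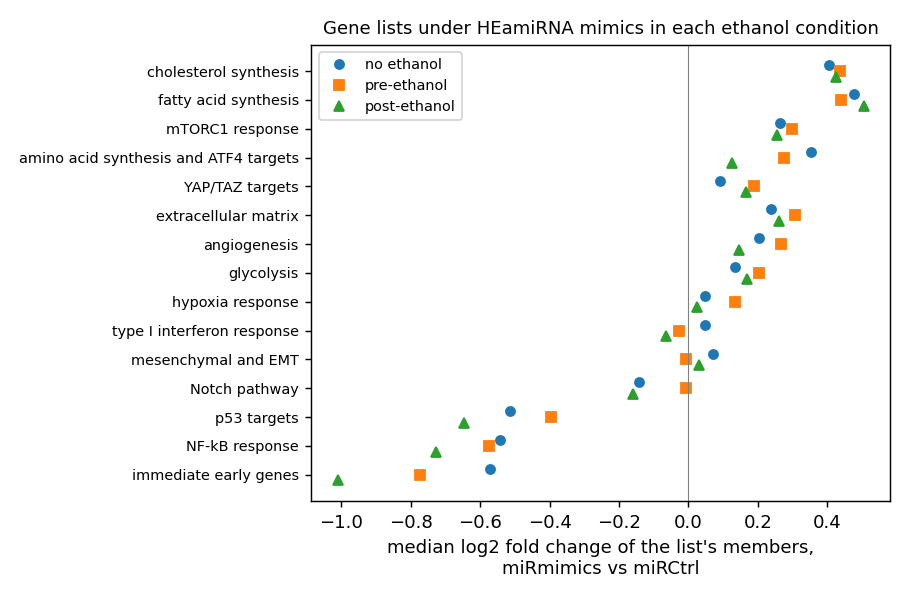
Median log2 fold change with mimics (x axis) of the members of 15 gene lists (y axis), with a marker for each ethanol condition. The p53, NF-kB and immediate early lists lie below 0 and the cholesterol and fatty acid synthesis lists above 0.3 in every condition with 17 libraries.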

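A microRNA silences mRNAs whose 3' UTR pairs with its seed, the bases near its 5' end. Genes whose 3' UTR holds an 8mer seed match to any of the 11 _HEa_miRNAs had lower values with the mimics than genes without. The gelatinase gene MMP2 has 8mer matches to miR-299-3p and miR-760, VEGFA has a match to miR-299-3p and CLCA2 has a match to miR-204-5p. CDKN1A, JAG1 and BTG2, which also fell, have no 8mer match, though CDKN1A has a 7mer-m8 match to miR-519a-3p and JAG1 has a 7mer-m8 match to miR-449a. Genes that rose have 8mer matches too: KCND3 has matches to 3 of the microRNAs, and NPR3, EDN1, CAPN6 and COL12A1 have matches to 1 each. Of 13390 genes searched in the Gencode 44 annotation, 4567 had an 8mer match, with a median log2 fold change of -0.03, and 8823 had none, with 0.05. The difference in medians, matched on 3' UTR length in 10 bins, was -0.0512. It was lower than all 1000 sets of shuffled seeds, whose lowest was -0.0378 (one-sided permutation p = 0.001, the smallest possible). By microRNA, the differences were -0.1105 for miR-299-3p (adjusted p = 0.0258), -0.0931 for miR-222-5p and -0.0811 for miR-519a-3p (adjusted p = 0.0182 each) and -0.0341 for miR-491-3p (adjusted p = 0.022, one-sided permutation). Each p was held at or above the smallest that the number of different shuffles allows, 105 for miR-299-3p, 450 for miR-222-5p and 300 for miR-519a-3p. The other 7 microRNAs had adjusted p of 0.0613 to 0.871. Of 1431 genes called lower averaged over the ethanol conditions, 705 were searched. Among these 45.5% had an 8mer match, where 37.9% was the share in uncalled genes of like 3' UTR length. Among 817 searched genes called higher 34.6% had a match, against 35.1%. The 4997 tested genes without an annotated 3' UTR were not searched.

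**Figure D3:**
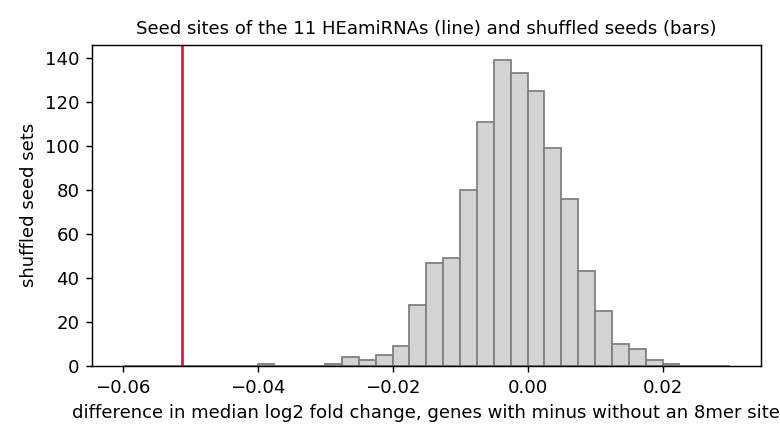
Difference in median log2 fold change between genes with and without an 8mer seed match (x axis), as a count of 1000 shuffled seed sets (bars, y axis) and for the 11 _HEa_miRNAs (line). The line lies at -0.0512, below the lowest shuffled set at -0.0378.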

We then compared the DEGs across three different experimental conditions to understand the effect of _HEa_miRNAs in ethanol-treated and untreated conditions. We used three different experimental conditions and compared _HEa_miRNAs mimics vs. miRNA control in presence (both pre- and post-) and absence of ethanol. A Venn diagram showed both shared and condition-specific transcriptomic responses (Figure 1C). In total, 217 DEGs were commonly regulated across all three treatment conditions, which indicates that these genes represent a conserved _HEa_miRNA exposure signature regardless of ethanol exposure. However, we also found a substantial number of unique _HEa_miRNA-linked DEGs in each ethanol exposure condition. 

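Genes called in all 3 ethanol conditions moved in the same direction in each, with a single exception. The count was 990 for the same direction and 1 for the exception. If the 3 sets of calls were independent, 25.6 shared genes would be found among the 18387 tested. The counts overlap in pairs as well: 390 genes were called without ethanol and in pre-ethanol cells only, 149 without ethanol and in post-ethanol only, and 201 in pre-ethanol and post-ethanol only. The receptor gene NRP1 and the peptide hormone gene EDN1 were among the shared genes, as was TNNC1, a troponin, at a log2 fold change of 2.26 averaged over conditions. At a minimum absolute log2 fold change of 1, 224 genes were shared. DESeq2 gave 968 shared genes, and 690 were shared with all 18 libraries.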

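Genes called in a single ethanol condition mostly leaned the same way in the others. Smaller fold changes there follow in part from the choice of genes that pass in 1 condition and fail in the others. Without ethanol 437 genes were called that were called in neither ethanol condition. Their median absolute log2 fold change was 0.76, and 0.33 in the same direction in the other conditions, and 318 (72.8%) had the same sign in both. Post-ethanol cells had 514 such genes, with a median of 0.72 in post-ethanol and 0.35 in the others. Of these, 395 (76.8%) had the same sign in both others and 169 (32.9%) passed the adjusted p in at least 1 of them. The interaction tests called 1 of the 437 genes and 11 of the 514. DESeq2 gave 374 such genes without ethanol, a minimum absolute log2 fold change of 1 gave 153 and 203, and all 18 libraries gave 264 and 305. Among the libraries left out in turn, the counts ranged from 302 to 548 without ethanol and from 423 to 549 in post-ethanol cells.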

139 DEGs were specific to the ethanol negative group, 301 DEGs uniquely regulated in pre-ethanol treatment groups, and 176 DEGs were unique to the post-ethanol treatment group. The substantial differences in the DEGs in pre- and post-ethanol treated groups highlights that timing of ethanol exposure significantly modulates the transcriptional effects of the _HEa_miRNAs mimics. 

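Ethanol after transfection deepened the fall of immediate early genes that the mimics brought about. EGR3, a transcription factor gene on chromosome 8 (22687659 to 22693480), went from 8.28 ± 0.791 to 3.86 ± 0.346 CPM with mimics without ethanol (SD, n = 3). In post-ethanol cells it went from 12.4 ± 1.27 to 1.95 ± 0.388 CPM (SD, n = 3), and the difference between these effects was -1.56 on the log2 scale (SE 0.18, adjusted p = 8.88e-06, edgeR). FOSB had a difference of -0.92 (SE 0.09, adjusted p = 1.07e-06, edgeR), and the kinase gene SGK1 had -0.53. The phosphatase DUSP6 (-0.51) and the cadherin FAT4 (0.51) were called as well, and each call ended in 5 of the leave-one-out runs. Over the 20 immediate early genes the median difference was -0.42, with 7 called lower and 8 when adjusted over the list alone (adjusted p = 0.000713 with an estimated correlation). Between post-ethanol and pre-ethanol, the mimic effect differed by 0.59 for the guidance receptor SEMA5A (adjusted p = 4.69e-07, edgeR), 0.60 for TIMP3 and -0.52 for PDE1C, a call that ended in 4 of the leave-one-out runs. edgeR called 38 genes for post-ethanol against no ethanol (17 higher) and 55 for post-ethanol against pre-ethanol (28 higher). For pre-ethanol against no ethanol it called 1 gene, CLPTM1L, with a difference of 0.54 (SE 0.094, adjusted p = 0.0374), a call that ended in 7 of the leave-one-out runs. DESeq2 called 4, 45 and 66 genes for pre-ethanol, post-ethanol and post-ethanol against pre-ethanol. The count of 55 was 19 without pre-ethanol mimics replicate 1 and 151 without pre-ethanol control replicate 3. With all 18 libraries edgeR called 3 genes for post-ethanol against pre-ethanol, and the calls of the other interactions ended.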

The pre-ethanol exposure treated group showed the largest number of unique DEGs, suggesting early exposure during pregnancy may sensitize trophoblast cells to miRNA-induced transcriptional/epigenetic reprogramming.

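Pre-ethanol cells had the most genes that passed the thresholds with mimics in their condition alone. For most of these genes the fold change had the same sign in the other conditions. Its smaller size there follows in part from choosing genes that failed the thresholds in those conditions. Of 792 such genes, 616 (77.8%) had the same sign in both other conditions and 306 (38.6%) passed the adjusted p in at least 1 of them. Their median absolute log2 fold change was 0.72 in pre-ethanol cells and 0.34 in the same direction in the others. An interaction test called 9 of the 792. The count was 1.54 times that of post-ethanol cells, the next highest. The size of this lead leaned on single libraries. It was 1.151 times the larger of the other counts without pre-ethanol control replicate 1, and 1.875 times without pre-ethanol control replicate 3. With 2 mimic libraries in every condition, as in pre-ethanol, the median over the 9 choices was 824 for pre-ethanol, 374 for no ethanol and 495 for post-ethanol. This choice of libraries was made after the counts were seen. Pre-ethanol had the highest count when each of the 17 libraries was left out in turn (609 to 962), with DESeq2 (692) and with all 18 libraries (1463). Without a minimum fold change post-ethanol had more, 1122 genes against 1118.

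**Figure D4:**
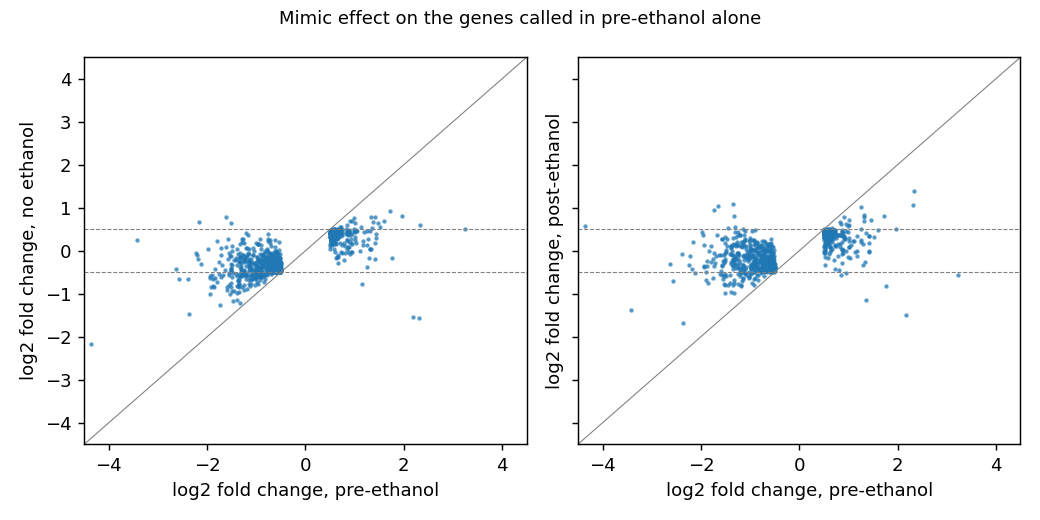
Log2 fold change with mimics in pre-ethanol cells (x axis) against that without ethanol (left) and in post-ethanol cells (right), each point a gene called in pre-ethanol alone, n = 792, with dashed lines at -0.5 and 0.5. Of these genes 616 have the same sign in all 3 conditions.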

### 3.2 Ethanol and _HEa_miRNA mimics alter hypoxia-associated responses and key placental gene expression

To evaluate whether ethanol and _HEa_miRNA mimics exposures affect cellular pathways relevant to placental development, we performed Gene Set Variation Analysis (GSVA) using the Molecular Signatures Database (MSigDB) Hallmark gene sets collection (MSigDB-H, https://www.gsea-msigdb.org/gsea/msigdb/human/collections.jsp#H, (Liberzon et al., 2015). Among the significantly enriched pathways, we observed strong modulation of hallmark pathways such as Hypoxia, Glycolysis, Angiogenesis, Epithelial Mesenchymal Transition, and MTORC1 signaling, particularly in the pre-ethanol exposure and _HEa_miRNA mimic group (Supplementary Figure S2). 

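In cells given ethanol and then mimics, genes of vessel growth and of the mesenchymal state went both ways, with more called higher than lower. Against control cells without ethanol, 8 of 22 angiogenesis genes were called higher and 2 lower (median log2 fold change 0.21, adjusted p = 1.45e-05, adjusted p = 0.0514 with an estimated correlation). Of 24 mesenchymal and EMT genes, 7 were called higher and 2 lower (median 0.09, adjusted p = 0.0155, adjusted p = 0.222 with an estimated correlation). In cholesterol synthesis 14 of 25 genes were called higher, and 15 when adjusted over the list alone (median 0.56, adjusted p = 0.0102 with an estimated correlation). These values compare pre-ethanol mimic cells with control cells that had no ethanol, so they hold the effects of both treatments. As scores per library, mimics raised the angiogenesis list by 0.30 and the EMT list by 0.10 (exact permutation within ethanol conditions, two-sided p = 0.00025, the smallest possible, and p = 0.0005). With GSVA scores on the same lists, the mimic effect averaged over the ethanol conditions was 0.473 for angiogenesis (adjusted p = 0.000692) and 0.114 for EMT (adjusted p = 0.243, exact permutation). Mean GSVA scores were -0.4 in control cells without ethanol and 0.364 in pre-ethanol mimic cells for angiogenesis. For EMT they were -0.2 and 0.227, and these differences were not tested. Hallmark sets were not used here, and the lists are shorter than those sets.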

The hypoxia gene set was significantly upregulated in the pre-ethanol exposed HTR8 cells which were subsequently transfected with _HEa_miRNA mimics, in comparison HTR8 cells that were not exposed to ethanol and transfected with scrambled, control miRNAs (Figure 2). 

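The hypoxia list had a small positive median in cells given ethanol and then mimics, and single members went both ways. The hexokinase HK2 had a log2 fold change of 0.56 with mimics averaged over the ethanol conditions, while NDRG1 (-0.58, and 1.16 with all 18 libraries) and BHLHE40 (-0.76) fell. Of 34 hypoxia genes tested, 5 were called higher and 2 lower in pre-ethanol mimic cells against control cells without ethanol. The median log2 fold change was 0.12 (adjusted p = 0.00428 with the preset correlation, adjusted p = 0.272 with an estimated correlation). The mean list score was 0.118 ± 0.016 (SD, n = 2) in pre-ethanol mimic cells and -0.025 ± 0.025 (SD, n = 3) in control cells without ethanol. Pre-ethanol control cells scored 0.034 ± 0.046 (SD, n = 3). With all 18 libraries the median log2 fold change was 1.65, and the adjusted p was 0.469 with an estimated correlation. In that fit replicate 2 of the pre-ethanol mimics, with a hypoxia median 2.69 above its group, is 1 of 3 libraries.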

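Without ethanol, the mimics alone raised few hypoxia genes past the thresholds. ADM, a peptide hormone gene that cells induce when oxygen is low, rose from 65.2 ± 2.36 to 169 ± 6.06 CPM (SD, n = 3). VEGFA, a main target of the hypoxia response, went from 51.2 ± 3.26 to 45.8 ± 0.577 CPM (SD, n = 3). Of the 34 hypoxia genes, 2 were called higher and 1 lower, with a median log2 fold change of 0.05. Against other genes the list did not pass camera (adjusted p = 0.231, adjusted p = 0.625 with an estimated correlation). The fry test, which asks only whether the members move to 1 side on balance, gave an adjusted p of 0.00936. The mean list score went from the -0.025 of control cells to 0.033 ± 0.013 (SD, n = 3). In post-ethanol cells it was -0.058 ± 0.022 with control miRNA and -0.063 ± 0.027 with mimics (SD, n = 3). There the median log2 fold change was 0.02, while the mean was -0.01 and camera pointed down (adjusted p = 0.775). Averaged over the ethanol conditions the score rose by 0.046 with mimics (exact permutation within ethanol conditions, two-sided p = 0.0188), and by 0.364 with all 18 libraries. Averaged over the conditions with 17 libraries, the GSVA score rose by 0.177 (adjusted p = 0.0639, exact permutation). Its mean went from -0.119 ± 0.153 to 0.164 ± 0.138 with mimics without ethanol (SD, n = 3). In pre-ethanol cells it was 0.196 ± 0.237 with control miRNA (SD, n = 3) and 0.473 ± 0.086 with mimics (SD, n = 2). In post-ethanol cells it went from -0.304 to -0.333 with mimics. Differences between single pairs of groups were not tested on GSVA scores.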

The significant increase of hypoxia gene set was also observed with the _HEa_miRNA mimic treatment alone, i.e., in the absence of ethanol exposure, suggesting that _HEa_miRNAs alone could elevate the hypoxic response gene network, and that this effect was independent of ethanol exposure. Furthermore, pathway scores for glycolysis and mTORC1 signaling, which were both downstream of hypoxia-inducible pathways, were also elevated following _HEa_miRNA exposure, with or without ethanol pre-exposure, indicating a shift toward a glycolytic and metabolically active stress response to miRNAs.

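The mTORC1 list rose with the mimics and passed with an estimated correlation without ethanol and in pre-ethanol cells. The glycolysis list had smaller positive medians, with few members called. ASNS, an amino acid synthesis gene, had a log2 fold change of 0.88 averaged over the ethanol conditions, and the thioredoxin reductase TXNRD1 had 0.89. Among glycolytic enzymes PFKP and ENO1 each had 0.44, and PGAM1 had -0.50, a call that ended in 8 of the leave-one-out runs. Of 59 genes of the mTORC1 response, 12 were called higher and 1 lower without ethanol (median 0.26, adjusted p = 0.047 with an estimated correlation). In pre-ethanol cells 17 were called higher and 2 lower (median 0.30, adjusted p = 0.041 with an estimated correlation). In post-ethanol cells 11 were called higher and 2 lower (median 0.26, adjusted p = 2.98e-11, but adjusted p = 0.0995 with an estimated correlation). Of 20 glycolysis genes, 1 was called higher without ethanol (median 0.13, adjusted p = 0.00911, adjusted p = 0.358 with an estimated correlation). In pre-ethanol cells 2 were called higher and 1 lower (median 0.20, adjusted p = 0.003, adjusted p = 0.331 with an estimated correlation). Post-ethanol cells had a median of 0.17 (adjusted p = 0.127), and over all 18 libraries the glycolysis list did not pass without ethanol (adjusted p = 0.493). The list scores rose with mimics by 0.257 for mTORC1 and by 0.132 for glycolysis (exact permutation within ethanol conditions, p = 0.00025 for each, the smallest possible). GSVA scores rose by 0.674 (adjusted p = 0.000692) and 0.489 (adjusted p = 0.00245).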

**FIGURE 2:**
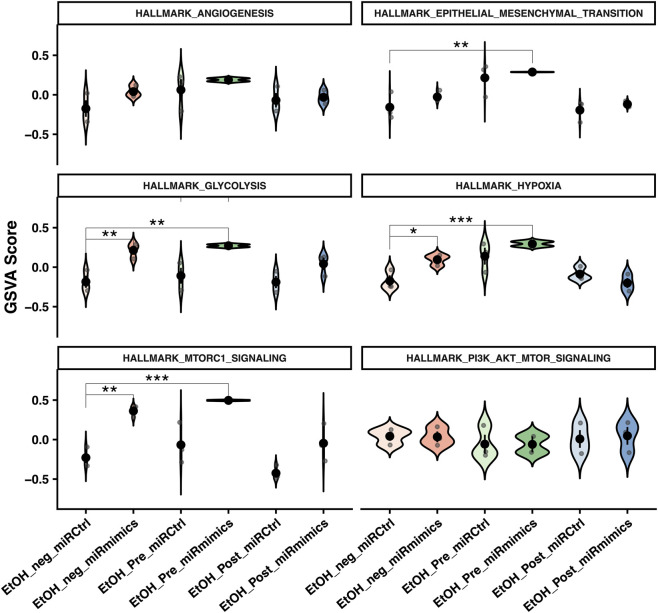
Gene Set Variation Analysis (GSVA) scores for selected hallmark pathways. Violin plots of group-wise variation in pathway activity showing significant difference across ethanol exposure and _HEa_miRNA treatment (*p < 0.05, **p < 0.01, ***p < 0.001). Each group includes n = 2-3 biological replicates.

We performed further parametric analysis of key hypoxia-associated and placenta-relevant genes (Figure 3). 

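HIF1A-AS3 is a long noncoding RNA transcribed from the strand opposite HIF1A, and ENG encodes a co-receptor for TGF-beta that endothelium and trophoblast carry. HIF1A-AS3 lies on chromosome 14 of GRCh38 (61707298 to 61751163, minus strand) and was a low-abundance transcript. It went from 0.776 ± 0.229 to 1.45 ± 0.192 CPM with mimics without ethanol (SD, n = 3), a log2 fold change of 0.90 (SE 0.254, adjusted p = 0.00507, edgeR). In pre-ethanol cells it went from 0.529 ± 0.181 (n = 3) to 1.68 ± 0.151 CPM (n = 2), a log2 fold change of 1.66. Post-ethanol cells had 0.587 ± 0.158 and 2.14 ± 0.194 CPM (SD, n = 3), a log2 fold change of 1.85. Replicate 2 of the pre-ethanol mimics had 50.7 CPM, and with all 18 libraries the pre-ethanol log2 fold change was 5.08 and the calls without ethanol (adjusted p = 0.613) and in post-ethanol cells (adjusted p = 0.261) ended. HIF1A, at 608 CPM, overlaps 299 of its exon bases, and the strand setting of the counting is not stated in the paper's text. ENG lies on chromosome 9 (127815013 to 127854658, minus strand). With mimics it went from 57.5 ± 0.801 to 62.7 ± 0.529 CPM without ethanol, a log2 fold change of 0.12 (SE 0.046, adjusted p = 0.03, edgeR). In pre-ethanol cells the log2 fold change was 0.06 (adjusted p = 0.36), and in post-ethanol cells 0.15 (adjusted p = 0.0089). Averaged over conditions it was 0.11 (SE 0.028, adjusted p = 0.000923), below the minimum fold change for a DEG. Exact permutation within ethanol conditions gave p = 0.00025 for HIF1A-AS3, the smallest possible, and p = 0.00725 for ENG (two-sided). Over all 18 libraries the permutation p of ENG was 0.876, as replicate 2 of the pre-ethanol mimics had 39.4 CPM. Main effects of mimics, on log2 normalized counts, had F = 72.04 for HIF1A-AS3 and F = 12.58 for ENG.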

A two-way ANOVA (_HEa_miRNA and ethanol as factors) revealed that HIF1A-AS3, a hypoxia-induced lncRNA linked to HIF1A regulation was significantly elevated by _HEa_miRNA mimics (main effect of _HEa_miRNA, F (1,11) = 72.04, p < 0.0001); as was ENG (Endoglin), the TGF-β co-receptor and preeclampsia biomarker (F (1, 11) = 12.58, p = 0.0046). 

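FLT1 encodes a receptor for VEGF, and its soluble form binds the ligand outside the cell. The gene lies on chromosome 13 of GRCh38 (28300346 to 28495145, minus strand), and counts per gene do not separate the soluble from the membrane form. Without ethanol FLT1 went from 26.8 ± 2.62 to 50.2 ± 2.28 CPM with mimics (SD, n = 3), a log2 fold change of 0.91 (SE 0.053, adjusted p = 6.17e-14, edgeR). In pre-ethanol cells it went from 26.2 ± 1.23 (n = 3) to 57.9 ± 0.151 CPM (n = 2), a log2 fold change of 1.14. In post-ethanol cells it went from 24.8 ± 0.942 to 44.4 ± 1.24 CPM (SD, n = 3), a log2 fold change of 0.84. The rise was smaller in post-ethanol than in pre-ethanol cells by -0.30 on the log2 scale (adjusted p = 0.0485, edgeR interaction). On log2 normalized counts the F value was 622.21 for mimics, 12.24 for ethanol and 5.52 for their interaction. Replicate 2 of the pre-ethanol mimics had 115 CPM.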

Two critical regulators of angiogenesis, FLT1 and VEGFA, widely studied in hypoxic placenta (Palmer et al., 2017), were also investigated. mRNA for FLT1 (VEGFR1), which encodes both membrane-bound and soluble receptors that are elevated in hypoxic placenta (Li et al., 2005), was significantly increased in across the miRNA-mimic treated groups (two-way ANOVA: miRNA x ethanol interaction, F (2,11) = 5.5, p = 0.0219; main effect of miRNA mimics F (1,11) = 622.2, p < 0.0001; main effect of ethanol F (2,11) = 12.2, p = 0.0016). In contrast, transcript levels of the ligand, VEGFA, were reduced across the miRNA-mimic treated groups (two-way ANOVA: miRNA x ethanol interaction, F (2,11) = 7.75, p = 0.0080; main effect of miRNA-mimics F (1,11) = 92.99, p < 0.0001; main effect of ethanol F (2,11) = 10.61, p = 0.0027), indicating a strong miRNA-driven suppression of VEGFA that was further modulated by ethanol exposure. This opposing pattern of FLT1 and VEGFA regulation is consistent with a hypoxia-like, anti-angiogenic shift in trophoblast cells. These transcriptional changes suggest altered environment especially hypoxia related changes in response to ethanol and _HEa_miRNA mimics exposures that led to altered trophoblast function.

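VEGFA encodes the growth factor that binds FLT1, and its mRNA was lower with the mimics in each ethanol condition with 17 libraries. It lies on chromosome 6 of GRCh38 (43770184 to 43786487, plus strand). In pre-ethanol cells VEGFA went from 63.5 ± 5.18 (n = 3) to 44.1 ± 0.0981 CPM (n = 2), a log2 fold change of -0.53 (SE 0.059, adjusted p = 2.52e-08, edgeR). Without pre-ethanol control replicate 1 this was -0.48, below the minimum for a DEG. Post-ethanol cells went from 52.7 ± 3.56 to 39.3 ± 0.714 CPM (SD, n = 3), a log2 fold change of -0.42 (adjusted p = 1.92e-07). Without ethanol the log2 fold change was -0.16 (SE 0.052, adjusted p = 0.0134). Pre-ethanol by itself raised VEGFA in control cells by 0.31 (adjusted p = 0.000351). The mimic effect differed from that without ethanol by -0.37 in pre-ethanol (adjusted p = 0.15) and -0.26 in post-ethanol cells (adjusted p = 0.0912, edgeR interactions). F values on log2 normalized counts were 92.99 for mimics, 10.61 for ethanol and 7.75 for their interaction. Replicate 2 of the pre-ethanol mimics had 245 CPM, and with all 18 libraries the pre-ethanol log2 fold change was 0.81 (adjusted p = 0.18) and the permutation p over conditions was 0.924.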

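FLT1 rose in every ethanol condition, and VEGFA fell in every condition with 17 libraries. Averaged over conditions FLT1 had a log2 fold change of 0.96 (SE 0.032, adjusted p = 3.35e-20, edgeR) and VEGFA had -0.37 (SE 0.032, adjusted p = 4.71e-11). Other vessel genes moved in both directions. The growth factor PDGFB (0.91) and the angiopoietin receptor TEK (0.68) rose, and the endothelial receptor TIE1 (-0.24) fell. Of 22 angiogenesis genes, 8 were called higher and 3 lower averaged over the ethanol conditions (median 0.20, adjusted p = 0.00283, adjusted p = 0.144 with an estimated correlation). For VEGFA the direction in pre-ethanol cells turned positive when replicate 2 of the pre-ethanol mimics was included.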

**FIGURE 3:**
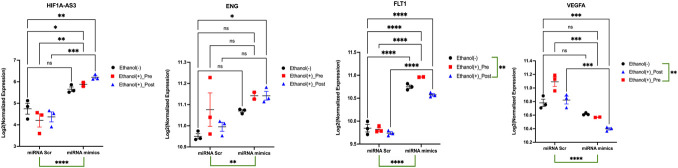
Expression of hypoxia and angiogenesis-related genes across treatment groups. Bar graphs show normalized expression (log2) of HIF1A-AS3, ENG, FLT1, and VEGFA in trophoblasts across ethanol exposure and miRNA mimic conditions. Error bars represent SEM. Statistical significance was assessed by two-way ANOVA with *post hoc* multiple-comparison testing. Black asterisks indicate significant post hoc comparisons between groups (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Green brackets indicate a significant main effect of miRNA treatment or ethanol exposure as determined by two-way ANOVA.

### 3.3 miRNAs mimics differentially regulate EMT, angiogenesis, and inflammation genes in ethanol-treated and untreated cells

Volcano plot analysis identified up- and downregulated genes involved in epithelial-mesenchymal transition (EMT), angiogenesis, and inflammation in trophoblast cells in response to _HEa_miRNAs mimics treatment under different ethanol exposure conditions (Figure 4). Each of the gene sets includes comparison of miRNA mimics and miRNA controls in ethanol negative (left), pre-ethanol (middle), and post-ethanol (right) groups. EMT gene regulators such as MMP2, COL12A1, IGFBP3, and CALD1 were consistently upregulated in the _HEa_miRNAs mimic-treated trophoblast cells across all conditions (Figure 4A). 

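MMP2 encodes a gelatinase that opens basement membrane, COL12A1 a collagen of the fibril surface, IGFBP3 a binding protein for insulin-like growth factors and CALD1 an actin-binding protein. MMP2 fell with the mimics, and COL12A1, IGFBP3 and CALD1 rose. MMP2, on chromosome 16 (55389700 to 55506691, plus strand), went from 92.9 ± 2.02 to 31.0 ± 1.21 CPM without ethanol (SD, n = 3). Its log2 fold changes were -1.58 without ethanol, -1.84 in pre-ethanol and -1.42 in post-ethanol cells, and -1.62 averaged (SE 0.031, adjusted p = 2.7e-25, edgeR). COL12A1, on chromosome 6 (75084326 to 75206267), went from 1459 ± 35.7 to 2391 ± 28.6 CPM without ethanol (SD, n = 3), and its log2 fold changes were 0.71, 0.92 and 1.06. IGFBP3, on chromosome 7 (45912245 to 45921874), went from 60.7 ± 3.11 to 154 ± 5.79 CPM, with log2 fold changes of 1.34, 1.52 and 1.79. CALD1 had 1.21, 1.44 and 1.43, with an averaged SE of 0.027. Exact permutation within ethanol conditions gave p = 0.00025 for each of the 4 genes, the smallest possible. COL1A1, an abundant matrix gene, went from 5284 to 6365 CPM without ethanol, a log2 fold change of 0.27, below the minimum for a DEG. Among 24 mesenchymal and EMT genes, 7 were called higher and 3 lower averaged over conditions (median 0.01, adjusted p = 0.0784). In pre-ethanol cells the median was -0.01 while the mean was 0.10 and camera pointed up (adjusted p = 0.103, and 0.0314 over all 18 libraries). Of 30 extracellular matrix genes 11 were called higher and 3 lower without ethanol (median 0.24, adjusted p = 4.31e-05, adjusted p = 0.189 with an estimated correlation), and COL8A1 (2.03) and DCN (1.80) led the rise averaged over conditions. Replicate 2 of the pre-ethanol mimics had 2264 CPM of IGFBP3, and with all 18 libraries its pre-ethanol log2 fold change was 3.95 and its calls without ethanol (adjusted p = 0.185) and in post-ethanol cells (adjusted p = 0.0816) ended.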

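In this set FSTL1, POSTN and LUM rose with the mimics, and JAG1, NRP1 and SLCO2A1 fell. OLR1 encodes a scavenger receptor for oxidized LDL, FSTL1 a secreted glycoprotein, and POSTN and LUM matrix proteins. FSTL1 had log2 fold changes of 0.65 without ethanol, 0.74 in pre-ethanol and 0.65 in post-ethanol cells. POSTN had 0.80, 0.97 and 0.84, and LUM had 0.99, 1.19 and 0.84. The Notch ligand JAG1, on chromosome 20 (10637684 to 10673999, minus strand), went from 49.7 ± 1.08 to 28.5 ± 1.32 CPM without ethanol (SD, n = 3), and its log2 fold changes were -0.80, -0.90 and -0.66. The semaphorin and VEGF co-receptor NRP1 had -0.71, -0.80 and -0.89, and the prostaglandin transporter SLCO2A1 had -0.90, -0.96 and -0.68. Each of these genes passed in every ethanol condition by edgeR and had p = 0.00025 by exact permutation, the smallest possible. Of 20 Notch pathway genes, 8 were called lower (median -0.08, adjusted p = 0.000152, adjusted p = 0.019 with an estimated correlation), among them HES1 (-0.85) and NOTCH1 (-0.70).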

A subset of angiogenic genes including OLR1, FSTL1, POSTN, and LUM were significantly upregulated and JAG1, NRP1, SLCO2A1 were significantly downregulated by _HEa_miRNAs mimics in all three conditions (Figure 4B). Several inflammation-related genes such as OLR1, ADM, EDN1, RNF144B were significantly upregulated and CDKN1A, BTG2, ICAM1, IL1B were downregulated with _HEa_miRNAs mimics treatment regardless of ethanol exposure (Figure 4C). 

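Among the inflammation genes that the paper names, EDN1, ADM, RNF144B and OLR1 rose with the mimics, and CDKN1A, BTG2, ICAM1 and IL1B fell. The inflammatory set as a whole was not tested here. EDN1 encodes the vasoconstrictor endothelin and lies on chromosome 6 (12290361 to 12297194, plus strand). It went from 1.39 ± 0.161 to 9.29 ± 0.417 CPM with mimics without ethanol (SD, n = 3), and its log2 fold changes were 2.74 without ethanol, 2.65 in pre-ethanol and 2.51 in post-ethanol cells. ADM had 1.37, 1.51 and 1.23, and the ubiquitin ligase RNF144B had 1.98, 2.24 and 2.28. CDKN1A, the p21 inhibitor of the cell cycle, lies on chromosome 6 (36676460 to 36687337, plus strand). It went from 696 ± 8.83 to 294 ± 6.61 CPM without ethanol (SD, n = 3), with an averaged log2 fold change of -1.32 (SE 0.018, adjusted p = 1.07e-28, edgeR). BTG2, another growth arrest gene, had -1.38, -1.47 and -1.51. ICAM1, which binds leukocytes, had -1.24, -1.46 and -1.29, though ICAM4-AS1 overlaps 23.6% of its exon bases. IL1B went from 3.38 ± 0.489 to 1.22 ± 0.174 CPM without ethanol (SD, n = 3), with log2 fold changes of -1.46, -1.62 and -1.26. Including all 18 libraries, ICAM1 had -0.04 in pre-ethanol cells, since replicate 2 of the pre-ethanol mimics had 75.8 CPM, and the calls of IL1B in pre-ethanol (-0.44, adjusted p = 0.475) and post-ethanol cells (adjusted p = 0.0713) ended.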

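OLR1 lies on chromosome 12 of GRCh38 (10158301 to 10172138, minus strand), and TGFB2, on chromosome 1 (218345336 to 218444619, plus strand), encodes a secreted growth factor. OLR1 went from 14.1 ± 0.871 to 62.7 ± 3.65 CPM with mimics without ethanol (SD, n = 3). Its log2 fold changes were 2.15 without ethanol, 2.42 in pre-ethanol and 2.77 in post-ethanol cells, and 2.45 averaged (SE 0.039, adjusted p = 4.11e-27, edgeR). TGFB2 went from 63.5 ± 4.45 to 217 ± 8.32 CPM without ethanol (SD, n = 3), with log2 fold changes of 1.77, 1.87 and 1.61. Part of TGFB2 (22.7% of its exon bases) is shared with TGFB2-OT1 on the same strand. By DESeq2's p among genes that rose, OLR1 ranked 7 without ethanol, 9 in pre-ethanol and 4 in post-ethanol cells, and TGFB2 ranked 3, 3 and 5. CPA4 ranked at the top without ethanol and in post-ethanol cells, and SLC7A11 in pre-ethanol cells.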

The OLR1 gene transcript which encodes the receptor for oxidized low-density lipoprotein (LDL) was the most significantly upregulated mRNA, common to both the inflammatory and angiogenesis gene sets, whereas TGFB2 was the most significantly upregulated member of the apoptosis gene set. In each case, the significant regulation was due to _HEa_miRNA exposure, and ethanol exposure did not additionally, alter the effects of _HEa_miRNAs. 

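For several of these genes the mimic effect was of a different size when ethanol was present. The rise of OLR1 was larger in post-ethanol cells than without ethanol by 0.62 on the log2 scale (adjusted p = 0.000525, edgeR interaction), past the minimum fold change. COL12A1 rose more by 0.35 in post-ethanol (adjusted p = 3.27e-07) and by 0.21 in pre-ethanol cells (adjusted p = 0.022). IGFBP3 rose more by 0.45 in post-ethanol cells (adjusted p = 0.000585). MMP2 fell less in post-ethanol than in pre-ethanol cells, a difference of 0.42 (adjusted p = 0.00475). LUM (-0.35, adjusted p = 0.0245), ADM (-0.28, adjusted p = 0.0311) and TGFB2 (-0.26, adjusted p = 0.0369) rose less in post-ethanol than in pre-ethanol cells. Ethanol by itself also moved some of them in control cells: CDKN1A rose by 0.41 with post-ethanol (adjusted p = 1.23e-10), BTG2 by 0.37 with post-ethanol, and NRP1 by 0.48 with pre-ethanol (adjusted p = 5.49e-07). All of these except OLR1 were below a log2 difference of 0.5.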

The alteration in these different molecular signature gene sets highlights the dominant regulatory influence of _HEa_miRNAs mimics compared to the relatively modest additional effects of combined ethanol exposure.

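Across genes, the mimic effect had a like profile in each ethanol condition. The log2 fold changes with mimics had a Pearson r of 0.737 (Spearman rho 0.758) between no ethanol and pre-ethanol, 0.667 (0.673) between no ethanol and post-ethanol, and 0.656 (0.66) between pre-ethanol and post-ethanol. These correlations are across 18387 genes, which are not independent replicates. Of 1381 genes called both without ethanol and in pre-ethanol cells, 658 were higher in both, 721 lower in both and 2 opposite, where 129 joint calls would come from independent sets. The ethanol effect had lower correlations between control and mimic cells, with r = 0.162 for pre-ethanol, 0.204 for post-ethanol and 0.262 for post-ethanol against pre-ethanol. For post-ethanol 49 genes were called in both, 26 higher, 21 lower and 2 opposite, where 1.32 joint calls would come from independent sets. The mimic and ethanol effects were not tested against each other in this. MMP1 and CEMIP were among the genes that post-ethanol lowered in both, and MFAP4 fell with pre-ethanol in both (-0.61 in control and -0.58 in mimic cells).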

**FIGURE 4:**
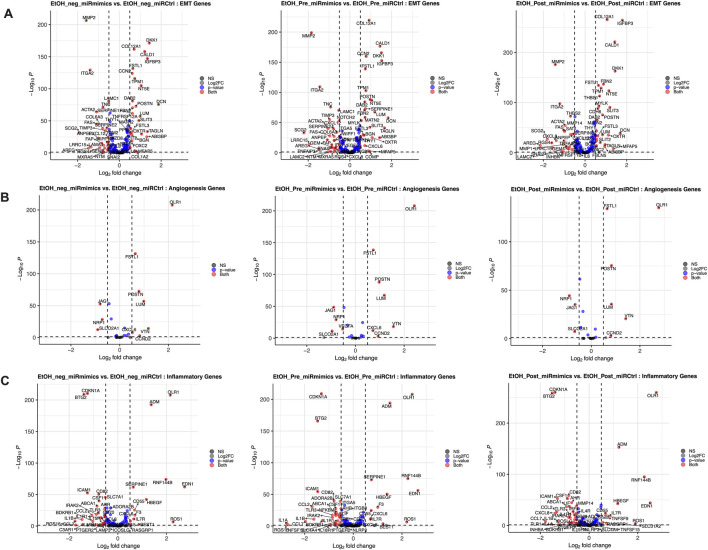
_HEa_miRNA-dependent regulation of EMT, angiogenesis, and inflammatory genes across ethanol exposure conditions. Volcano plots of log2 fold change and–log10 p-value of all genes differentially expressed in HTR-8/SVneo cells treated with _HEa_miRNA relative to miRCtrl under no ethanol, pre-ethanol, and post-ethanol exposure. **(A)** EMT-related genes, **(B)** angiogenesis-related genes, and **(C)** inflammatory genes are shown. The x-axis represents log_2_ fold change, and the y-axis represents–log_10_ adjusted p-value. Vertical dashed lines indicate fold-change thresholds, and the horizontal dashed line marks the significance cutoff. Highlighted genes were top 30 meeting both fold-change and significance criteria.

### 3.4 Functional categorization reveals overlapping transcriptomic responses to ethanol and _HEa_miRNAs treatments

Both shared and condition-specific differentially expressed genes (DEGs) were identified by comparing _HEa_miRNA mimic-treated cells to miRNA control-treated cells within each of the following groups: ethanol-negative (no ethanol exposure), pre-ethanol (ethanol added before transfection), and post-ethanol (ethanol added after transfection), highlighting that ethanol exposure timing can influence the cellular response to _HEa_miRNAs. 

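Genes differed between the ethanol timings in control and in mimic cells. Between post-ethanol and pre-ethanol, MMP1 had a log2 fold change of -1.73 in control and -2.38 in mimic cells. The neurotrophin receptor NGFR (1.17) and GPRIN3 (1.25) were higher in post-ethanol than in pre-ethanol control cells. COL14A1 was higher by 1.66 in post-ethanol than in pre-ethanol mimic cells. Targets of p53 were higher in post-ethanol than in pre-ethanol control cells, with 9 of 28 called (median 0.42, adjusted p = 0.000164 with an estimated correlation). In mimic cells immediate early genes were lower in post-ethanol than in pre-ethanol, with 8 of 20 called (median -0.37, adjusted p = 0.0319 with an estimated correlation). Hypoxia genes were lower too, with 3 of 34 called (median -0.16, adjusted p = 0.0409 with an estimated correlation, and median -1.58, adjusted p = 0.258 over all 18 libraries). In the same comparison 155 genes were called in both control and mimic cells, of which 57 were higher in both and 95 lower in both.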

DEGs were next categorized into six major functional group (metabolic, development, stress response, proliferation, immune, and signaling) to better understand the biological relevance of these DEGs. The metabolic category included genes associated with glycolysis, bile acid metabolism, cholesterol homeostasis, fatty acid metabolism, heme metabolism, oxidative phosphorylation, and xenobiotic metabolism. Development-related genes were mapped to EMT and angiogenesis and stress response were mapped to reactive oxygen species (ROS), hypoxia, and apoptosis pathways. Proliferation-related genes were organized under G2/M checkpoint and p53 signaling pathways. Immune-related genes included inflammatory signaling and IL6/JAK/STAT3 pathways. The signaling category included genes from the TGF-β, PI3K/AKT/mTOR, Notch, Hedgehog, and Wnt/β-catenin signaling pathways. *UpSet* plot (Figure 5A) analysis includes the common DEGs shared across all three treatment groups, highlighting the transcriptomics effects of _HEa_miRNAs mimics outweighed and were independent of any effects of ethanol exposure. Metabolic-related DEGs were the largest (44 genes) amongst those functional categories followed by development-related (28), proliferation and immune-related genes (20), stress response-related (16), and signaling-related genes (14).

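Averaged over the ethanol conditions, the lists given here, apart from lipid enzymes, did not pass with an estimated correlation. Lipid enzymes such as MSMO1 (0.89) and INSIG1 (0.76) rose, and ERAP1, a gene of MHC class I presentation, fell (-0.98). Of 11 MHC class I genes, 2 were called lower averaged over the ethanol conditions (median -0.28, adjusted p = 0.00133, adjusted p = 0.0586 with an estimated correlation). All 4 metallothionein genes tested were called lower, with MT1E at -0.70 and MT1X at -0.68 (median -0.77, adjusted p = 0.0156, adjusted p = 0.172 with an estimated correlation), and reads of these paralogs can be shared. Of 19 NRF2 targets 2 were called higher (median 0.13, adjusted p = 2.23e-05, adjusted p = 0.135 with an estimated correlation). Mitosis genes had a median of 0.14 (28 genes, adjusted p = 0.00146, adjusted p = 0.305 with an estimated correlation), with KIF20A called at 0.52. DNA replication genes had a median of 0.07 over 31 genes (adjusted p = 0.152), with PRIM2 called at 0.59. Over all lists, 26 passed camera with the preset correlation and 10 with an estimated correlation. By exact permutation of GSVA scores the adjusted p was 0.000692 for MHC class I and for metallothioneins, both lower with mimics. It was 0.0045 for NRF2 targets, 0.0009 for mitosis and 0.035 for DNA replication, all higher. The functional categories of the paper come from Hallmark sets, which were not used here.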

**FIGURE 5:**
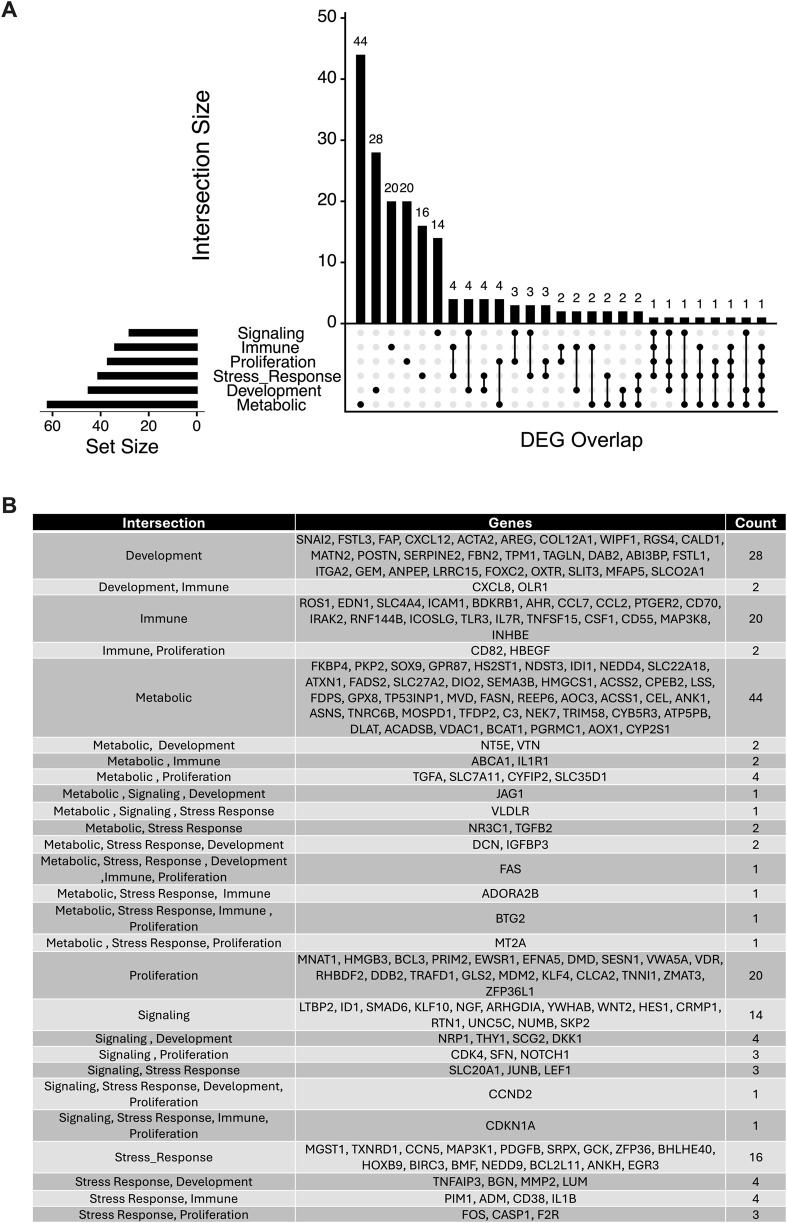
Functional categorization and overlap of DEGs across biological pathways. **(A)** DEGs identified across all comparisons were classified into six major functional categories: metabolism, development, stress response, proliferation, immune response, and signaling. *UpSet* plot summarizes the number of DEGs shared between one or more functional categories. The bar graph on the top indicates the number of overlapping genes in each intersection, while the matrix below shows which categories are involved in each intersection. The largest unique group consisted of 44 metabolism-related DEGs, followed by 28 genes involved in the development. The left bars show the total number of DEGs within each functional category. **(B)** Lists of genes by intersection type, providing the gene names and count per functional overlap. Several genes (e.g., FAS, CDKN1A, JAG1) appear in several categories, reflecting their multifunctional roles in trophoblast biology with ethanol and _HEa_miRNA treatment.

The *UpSet* plot also summarizes the number of DEGs overlap between one or more functional categories, highlighting their multifunctional biological roles in ethanol and miRNA treated trophoblast cells (Figure 5B). For instance, JAG1 was linked to metabolic, signaling, and developmental pathways; VLDLR was related to metabolic, signaling, and stress response; FAS was overlapped with five categories, including metabolic, stress response, development, immune, and proliferation; CDKN1A was associated with signaling, stress response, immune, and proliferation; CCND2 was involved in signaling, stress response, development, and proliferation; ADORA2B was related with metabolic, stress response, and immune regulation; BTG2 was related with metabolic, stress response, immune, and proliferation; and MT2A was involved with metabolic, stress response, and proliferation.

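VLDLR is a lipoprotein receptor, FAS a death receptor, CCND2 a cyclin, ADORA2B an adenosine receptor and MT2A a metallothionein. VLDLR rose with the mimics, with log2 fold changes of 0.79 without ethanol, 0.88 in pre-ethanol and 0.83 in post-ethanol cells. FAS, on chromosome 10 (88953813 to 89029605, plus strand), went from 24.8 ± 1.57 to 11.9 ± 0.596 CPM without ethanol (SD, n = 3), with log2 fold changes of -1.06, -0.97 and -1.02. CCND2 went from 1.29 to 2.28 CPM without ethanol, with log2 fold changes of 0.82, 0.93 and 0.80 and an exact permutation p of 0.0005. ADORA2B fell by 0.53 without ethanol, 0.70 in pre-ethanol and 0.56 in post-ethanol cells on the log2 scale, and leaving out 1 library ended its post-ethanol call. MT2A, on chromosome 16 (56608584 to 56609497), had -0.63, -0.97 and -0.90. All were called in each ethanol condition by edgeR with 17 libraries, where MT2A shares sequence with its paralogs. In the fit of all 18 libraries the pre-ethanol call of ADORA2B and the calls of VLDLR without ethanol and in post-ethanol cells ended.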

### 3.5 Weighted gene co-expression network analysis reveals treatment-specific transcriptomics modules

To identify co-expressed trophoblast cells gene networks associated with _HEa_miRNAs mimics and ethanol exposure, we performed weighted gene co-expression network analysis (WGCNA). After merging similar clusters, we identified eight distinct gene modules, each labeled by unique color (Supplementary Figure S3). 

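Genes changed by the treatments fell into groups that follow the mimics and groups that follow ethanol timing. WGCNA was not used here; 4106 genes called in any comparison were clustered by k-means into 8 clusters, the paper's number of modules. A cluster of 853 genes fell with mimics in each condition and held MMP2, JAG1, CDKN1A, BTG2 and FAS. Another cluster of 774 genes rose and held OLR1, TGFB2, IGFBP3 and CALD1. A cluster of 652 genes also rose and held FLT1, COL12A1, EDN1 and ADM. VEGFA, ICAM1, IL1B and MT2A were in a cluster of 603 genes that fell with mimics and, among mimic cells, was lowest in post-ethanol. Smaller clusters of 445 and 347 genes had falls that differed by ethanol condition. Because the clustered genes were called in these comparisons, the profiles are not independent evidence of a response. Of 32 lists with at least 2 clustered genes, 8 overlapped a cluster at an adjusted p under 0.05 by Fisher's exact test, which takes genes as independent.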

The topological overlap matrix (TOM) heatmap plot (Figure 6A) represents the network connection strength within and between modules, with clear clustering that supports the module structure. Each module represents a set of genes that are likely involved in related biological processes.

**FIGURE 6:**
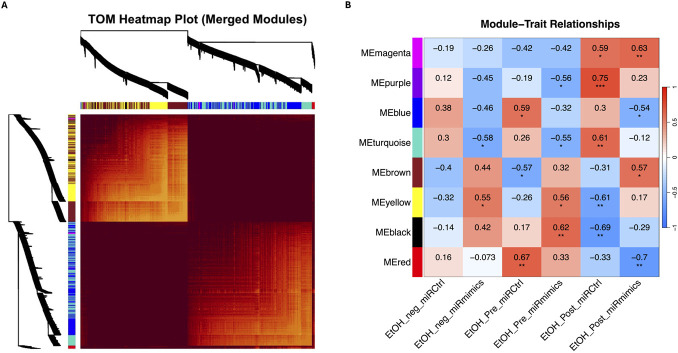
Weighted Gene Co-expression Network Analysis (WGCNA)- based transcriptomic profiling and module-trait relationships. **(A)** Topological overlap matrix (TOM) heatmap visualizing WGCNA within merged modules. Using hierarchical clustering and dynamic tree cutting, modules were identified and then they were merged based on module eigengene similarity. **(B)** Heatmap of WGCNA module correlations with the sample traits of ethanol exposure and _HEa_miRNA treatment. Each cell shows Pearson correlation (top) and p-value symbol (bottom) between module and sample traits. Red signifies positive associations and blue signifies negative associations. ME*blue*, ME*turquoise* were downregulated with _HEa_miRNA treatment regardless of the ethanol exposure and ME*brown*, and ME*yellow* were upregulated with _HEa_miRNA treatment. ME-module Eigengene.

We examined the associations between each of these modules and sample traits (specifically, whether ethanol exposure occurred before or after miRNA transfection, and whether cells were treated with _HEa_miRNA mimics or scrambled controls) (Figure 6B). Timing of ethanol exposure (pre- and post-exposure, which is before and after the transfection of miRNAs) influenced gene network responses. Specifically, the *magenta*, *red*, *purple*, and *black* modules showed opposite correlation patterns between the pre- and post-ethanol groups. For instance, the *magenta* and purple modules were negatively correlated (r = −0.19 to - 0.56) with pre-ethanol exposure, while the red and black modules showed positive correlations (r = 0.17–0.67), suggesting that the gene networks involved in these modules respond differently depending on when the ethanol exposure occurred in relation to the miRNA treatment. 

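Genes that answered to the timing of ethanol, more than to the mimics, formed the 2 smallest clusters. A cluster of 229 genes followed ethanol timing, and a permutation test of its profile against the mimics gave p = 0.286. MMP1, raised by pre-ethanol and lowered by post-ethanol, is an example of a gene with opposite responses, as are IL24 (0.63 with pre-ethanol in control cells, 0.99 in mimic cells) and CEMIP (0.49 with pre-ethanol in control cells, adjusted p = 9.39e-05, edgeR). A further cluster of 203 genes took the opposite course with ethanol and was also lower with mimics (-0.465 in its profile, exact permutation p = 0.00025, the smallest possible). NF-kB response genes rose with pre-ethanol in control cells (median 0.14, 2 of 25 called higher and 3 when adjusted over the list alone, adjusted p = 0.0446 with an estimated correlation). In mimic cells YAP/TAZ targets rose slightly with pre-ethanol (median 0.09, adjusted p = 0.0141 with an estimated correlation). Over all 18 libraries these adjusted p-values were 0.571 for NF-kB and 0.0723 for YAP/TAZ. Histone genes were lower with ethanol at either timing in control cells, with a post-ethanol median of -0.23 (adjusted p = 0.0399 with an estimated correlation).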

The brown and yellow modules were positively correlated with _HEa_miRNA mimics but negatively correlated with _scr_miRNAs (miRNA controls). In contrast, the *blue* and turquoise modules showed an opposite pattern, suggesting a distinct gene expression shift driven by _HEa_miRNA mimics regardless of ethanol exposure. Minimal differences were observed between ethanol-exposed and unexposed conditions alone, suggesting that the gene network changes were primarily driven by _HEa_miRNA treatment and its interaction with the timing of ethanol exposure.

### 3.6 Functional analysis of modules highlights distinct gene programs responsive to _HEa_miRNA mimics

From the eight modules identified in our WGCNA, we selected four modules: the *blue*, *brown*, *turquoise*, and *yellow* modules for downstream analysis based on their distinct correlation patterns with _HEa_miRNA treatment and exposure timing and because they contained the largest number of genes, suggesting that they capture major transcriptional programs responsive to our treatments. The *blue* module (2,378 genes) was downregulated in response to _HEa_miRNA mimics regardless of ethanol exposure, when compared to _scr_miRNA-treated conditions (Figure 7A, left). Genes in this module were enriched for pathways involved in epithelial cell differentiation, proliferation, and adhesion (Figure 7A, middle panel) which are fundamental for trophoblast invasion and placental development. KEGG analysis showed genes involved in immune and inflammatory pathways such as IL-17, TNF, MAPK, PI3K-Akt, ECM-receptor interaction signaling (Figure 7A, right panel). 

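Inflammatory and early response genes fell together with the mimics, and adhesion genes of epithelium went both ways. The cluster of 603 genes that fell with mimics held 10 of the 20 clustered NF-kB genes (adjusted p = 0.00848, Fisher's exact test) and 10 of 18 immediate early genes (adjusted p = 0.00319). It also held all 4 metallothioneins (adjusted p = 0.0169). JUNB had a log2 fold change of -1.12 and FOSL1 of -1.06 averaged over the ethanol conditions. Of 19 epithelial genes, 3 were called higher and 4 lower (median -0.13, adjusted p = 0.481), and over all 18 libraries camera pointed up while the median was -0.19 (adjusted p = 0.367). The integrin ITGA2 (-1.35) and the laminin chain LAMB3 (-1.27) fell, and the desmosome gene PKP2 rose (1.23). In pre-ethanol cells ITGA2 had -1.44, and -0.43 with all 18 libraries.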

The turquoise module's (2,407 genes) pattern of eigengene expression was similar to that of the *blue* module (Figure 7C, left). However, this module was enriched for small GTPase signaling, intrinsic apoptotic pathways, antigen presentation, behavior (Figure 7C, middle). KEGG pathways included p53, FoxO, and multiple cancer and infection-related pathways (Figure 7C, right), suggesting that turquoise module may be involved in cell signaling and stress-related transcriptional programs altered by _HEa_miRNA mimics treatment.

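The p53 targets that were called in any comparison fell together with the mimics. All 17 of these clustered targets were in the cluster of 853 genes that fell, where 3.53 would be there by chance (adjusted p = 5.64e-10, Fisher's exact test). Clustered genes were chosen by these same calls and the test takes genes as independent, so it partly restates the direction of the calls. Without ethanol 14 of 28 targets were called lower (median -0.51, adjusted p = 0.00387 with an estimated correlation), and in post-ethanol cells 17 were. CDKN1A and FAS are among them, as is TP53INP1 (-0.77). A list of published targets of miR-17 and its relatives fell in 6 of 25 calls (median -0.29, adjusted p = 8.07e-14, adjusted p = 0.00355 with an estimated correlation). CDKN1A had -1.32, TGFBR2 -0.96 and ABCA1 -0.84. For miR-519a-3p of the pool, TGFBR2 has an 8mer match and CDKN1A a 7mer-m8 match, while ABCA1 has neither. The list is therefore not a list of miR-519a-3p targets.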

**FIGURE 7:**
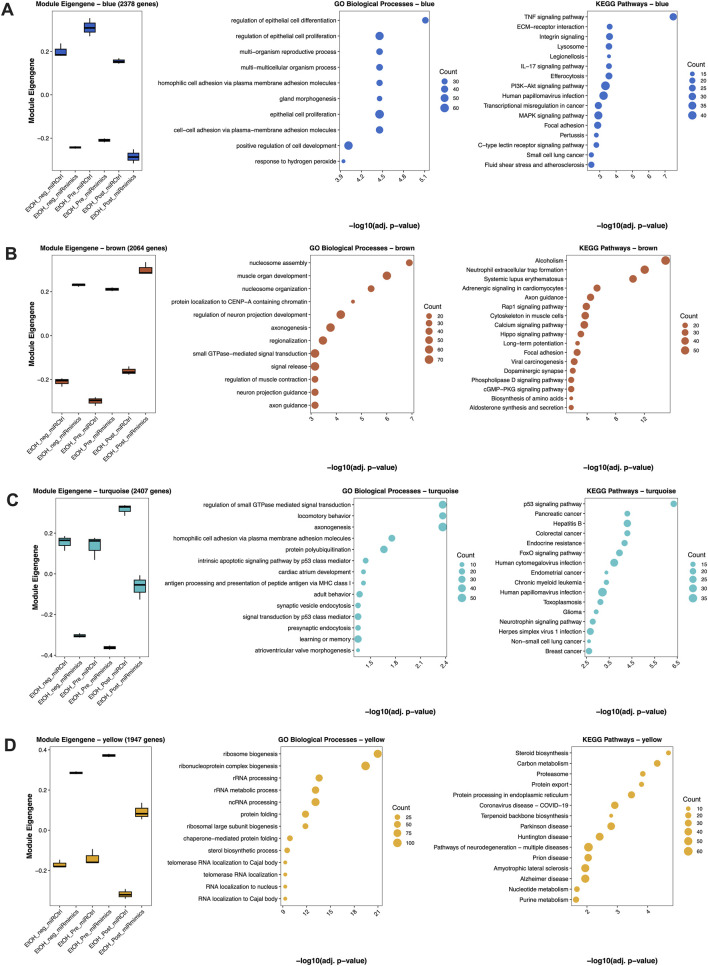
Weighted gene co-expression network analysis (WGCNA) identifies key transcriptional modules associated with _HEa_miRNA treatment in trophoblast cells. Four co-expression modules-blue **(A)**, brown **(B)**, turquoise **(C)**, and yellow **(D)** showed distinct eigengene expression patterns across experimental groups. Each panel shows three figures: left-module eigengene expression boxplots (y-axis) across experimental groups (x-axis); middle-enriched Gene Ontology (GO) biological processes for each module; right-enriched KEGG pathways based on the genes in each module. Dot size indicates gene count; x-axis shows log10 (adjusted p-value).

The *brown* module (2,064 genes) and the *yellow* module (1947 genes) were both highly expressed in cells treated with _HEa_miRNA mimics compared to those transfected with _scr_miRNA, indicating specific responsiveness to _HEa_miRNA exposure (Figures 7B,D, left). 

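The lists of histone, ribosome and ribosome biogenesis genes had small positive medians with the mimics, and none of these passed with an estimated correlation. Of 62 replication-dependent histone genes 1, H2AC15, was called higher at 0.58 averaged over the ethanol conditions (list median 0.24, adjusted p = 8.55e-08, adjusted p = 0.244 with an estimated correlation). Ribosome biogenesis genes had a median of 0.21 over 41 genes (adjusted p = 1.35e-06, adjusted p = 0.135 with an estimated correlation), with BOP1 called at 0.52, a call that ended when 1 library was left out. Cytosolic ribosomal protein genes had a median of 0.14 over 75 genes (adjusted p = 0.000628, adjusted p = 0.562 with an estimated correlation). RPS26 was called at 0.52, and its call ended in 4 of the leave-one-out runs. Among cytosolic chaperones HSPD1 had 0.64 and HSP90AB1 had 0.57 (list median 0.32 over 20 genes, adjusted p = 6.74e-12, adjusted p = 0.135 with an estimated correlation). The GSVA scores of these lists did rise with mimics by exact permutation within ethanol conditions. The adjusted p was 0.000692 for histones, 0.0009 for ribosome biogenesis and for chaperones, and 0.0108 for ribosomal proteins.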

GO for biological process for the *brown* module showed chromatin assembly and developmental processes (Figure 7B, middle), whereas the *yellow* module was enriched for ribosome structure and biogenesis, and ncRNA processing (Figure 7D, middle). KEGG pathway analysis of *brown* module showed overrepresentation of genes associated with ‘alcoholism’, neutrophil extracellular trap formation, Rap1, calcium, and Hippo signaling, along with axon guidance and neurodevelopmental pathways (Figure 7B, right), whereas the *yellow* module included steroid biosynthesis, proteasome, and neurodegenerative disease pathways (Figure 7D, right). These four modules captured distinct transcriptional programs: *blue* (epithelial/immune), *brown* (chromatin/neurodevelopment), *turquoise* (apoptosis and cancer-related signaling), and *yellow* (protein synthesis and metabolic regulation).

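Lists of sterol synthesis and of Hippo targets passed upward with the mimics with an estimated correlation, and the proteasome list did not. The cluster of 652 genes that rose held 11 of the 12 clustered cholesterol synthesis genes (adjusted p = 1.98e-06, Fisher's exact test), 10 of 16 extracellular matrix genes (adjusted p = 0.00197) and 10 of 22 mTORC1 genes (adjusted p = 0.0319). All 6 clustered chaperone genes were there too (adjusted p = 0.00134). Of 30 proteasome genes, 25 were higher and 1 lower at an adjusted p under 0.05, with a median log2 fold change of 0.19, below the minimum for a DEG. The proteasome list had adjusted p = 7.86e-05, and adjusted p = 0.305 with an estimated correlation. Its GSVA score rose by 0.646 (adjusted p = 0.0009, exact permutation). YAP and TAZ, the factors that Hippo signaling restrains, drive ANKRD1 (1.76) and NT5E (1.08), which rose. Of 22 YAP/TAZ targets 8 were called higher and 2 lower (median 0.14, adjusted p = 2.71e-11, adjusted p = 0.00393 with an estimated correlation).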

### 3.7 Cytotoxic and apoptotic effects of ethanol on HTR-8/SVneo cells

To ensure that the transcriptomic changes observed were not induced by ethanol toxicity, we assessed the cytotoxic and apoptotic effect of ethanol and _HEa_miRNA in trophoblasts. We assessed the cytotoxic effect of ethanol on trophoblasts by measuring lactate dehydrogenase (LDH) as an indicator of cytotoxicity. HTR-8/SVneo cells were treated with 0, 60, 120, or 320 mg/dL ethanol for 24 or 48 h, with _HEa_miRNAs transfection included at 48 h time point. No significant increase in LDH activity was observed at either 24 or 48 h across all ethanol concentrations (Supplementary Figure S4A,B), as well as with or without _HEa_miRNAs (Supplementary Figure S3), suggesting minimal cytotoxicity under these conditions. Caspase-Glo® 3/7 assay was used to assessed apoptotic cell death analysis in trophoblasts. No significant changes were observed in the caspase activity across the ethanol concentration range (Supplementary Figure S4D). These results showed that the ethanol concentrations used for transcriptomic analyses (320 mg/dL) do not induce significant cytotoxicity, suggesting that the observed transcriptional changes reflect specific cellular responses to ethanol and _HEa_miRNAs exposure rather than nonspecific effects of cell death.

## 4 Discussion

Our earlier studies showed that delivery of synthetic murine-conserved _HEa_miRNAs caused placental and fetal growth restriction in mice (Tseng et al., 2019b) and transcriptomics analysis of the whole placenta pointed towards enrichment of Notch and EMT signaling (Pinson et al., 2023), suggesting a panel of microRNA mimics (_HEa_miRNAs) may have cell-type specific effects on placental development. In this study, we focused on extravillous human trophoblast cells (HTR-8/SVneo), which play an important role in placental invasion, spiral artery remodeling and maternal-fetal exchange. We investigated how exposure to high-dose ethanol (320 mg/dL) and _HEa_miRNAs, previously identified to induce altered birth outcomes and fetal development, modulate the transcriptomic landscape of these cells. Furthermore, this study allowed us to examine the individual and combined impact of ethanol and _HEa_miRNAs exposure on trophoblast function, and to identify specific gene networks that may contribute to placental dysfunction. Our findings suggest that _HEa_miRNAs alone have a significant global effect on the trophoblast transcriptome that is amplified, albeit to a smaller extent, by prior ethanol exposure. Collectively, our data suggest that PAE, in combination with elevated _HEa_miRNAs, may influence trophoblast gene expression programs relevant to placental function in our *in vitro* model, but these findings require further validation using *in vivo* models.

_HEa_miRNAs induced a strong and consistent effect on trophoblast gene expression. More than a thousand genes were significantly differentially expressed in response to _HEa_miRNA mimics in comparison to _scr_miRNA controls in both ethanol-treated (pre- and post-) and untreated cells (Figure 1B), and a large subset of these changes was shared across ethanol exposure conditions as shown in our PCA plot (Figure 1C). This conserved signature suggests that these _HEa_miRNAs have a core regulatory effect on trophoblast gene expression, independent of ethanol. These findings are consistent with prior studies showing that microRNAs can reprogram cellular transcriptional networks by targeting multiple mRNAs simultaneously (Bartel, 2018).

In this study, trophoblasts were treated with ethanol prior to, or following transfection with _HEa_miRNAs, to assess whether the sequence of exposure was important. The pre- and post-ethanol exposures serve to model different temporal windows of alcohol consumption. The pre-exposure model (prior to delivery of _HEa_miRNAs) was selected because of its face validity; a majority of pregnant women in our previous study curtailed their alcohol consumption following pregnancy awareness, though only some experienced elevated levels of _HEa_miRNAs. In contrast, the post-exposure paradigm models a smaller group that continued consumption through pregnancy. Pre-ethanol exposure followed by transfection with the pool of _HEa_miRNAs, the condition which most closely mimicked the chronology of our previous study in human populations, resulted in the largest number of unique DEGs (Figure 1B). The large number of DEGs in pre-ethanol treatment condition indicates that prior ethanol exposure may sensitize trophoblasts to subsequent miRNA-mediated transcriptional changes, and that timing of exposure is an important determinant of PAE outcomes. These findings support the hypothesis that alcohol reprograms gene expression in early placental development, which may compromise basal trophoblast functions and enhance the effect of _HEa_miRNAs. Such early reprogramming, as shown in the study that early alcohol exposure can alter epigenetic regulation and transcriptional programs in the placenta (Haycock, 2009), could explain the long-term placental dysfunction and fetal growth impairments in FASDs.

Gene enrichment variation analysis (GSVA) and targeted analysis of gene subsets highlighted specific patterns across the exposure groups (Supplementary Figure S2). Pre-ethanol exposed trophoblast cells transfected with _HEa_miRNA showed significant upregulation of MSigDB-H-curated hypoxia, glycolysis, mTORC1 pathways when compared to non-ethanol exposed, _scr_miRNA transfected cells (Figure 2). _HEa_miRNA treatment in the absence of ethanol also significantly upregulated the pathways when compared with _scr_miRNAs, suggesting the robust role of _HEa_miRNAs in the alteration of these pathways. These Hallmark-defined pathways significantly overrepresent hypoxia-associated signaling in treated trophoblasts, although they may also reflect a broader stress-adaptive response. While low oxygen tension is important for proliferation of cytotrophoblast during early placental development, persistent hypoxic signaling impairs the differentiation of cytotrophoblasts into invasive EVTs, developing a reduce capacity to remodel maternal spiral arteries (Caniggia et al., 2000; Maltepe and Fisher, 2015). Sustained or aberrant hypoxic signaling has been associated with placental pathologies such as Preeclampsia (PE) and Intrauterine Growth Restriction (IUGR) (Tal et al., 2010). In our study, the hypoxia-like state signature was accompanied by elevated transcript signatures for glycolysis, mTORC1 signaling, and downstream changes in angiogenic and apoptotic genes including increased FLT and endoglin (ENG), reduced VEGFA (Figure 3), which are known to be associated with pregnancy complications such as PE and IUGR (Levine et al., 2004). The opposing regulation of FLT1 and VEGFA suggests an anti-angiogenic shift, commonly observed under hypoxia-associated conditions, although similar patterns can also be observed as a component of cellular stress responses. These changes are in line with prior studies showing that overexpression of HIF-1α during pregnancy leads to elevation of soluble isoforms of FLT-1 and ENG, and to pregnancy complications (Tal et al., 2010). We also observed significant upregulation of HIF1a-AS3, a hypoxia-inducible long noncoding RNA, in _HEa_miRNA treated trophoblast cells, regardless of ethanol exposure. While HIF1a-AS3 has not been extensively studied in placenta, a recent study in ovarian cancer implicates its interaction with the RNA-binding protein YBX1 to regulate stress-adaptive gene expression, suggesting a role in gene regulation under stress conditions (Xie et al., 2023). Our results suggest that increased HIF1a-AS3 expression may also shape trophoblast responses under hypoxic stress environment. These transcriptional changes occurred even in the absence of cytotoxicity or apoptosis (as shown by LDH and Caspase-3/7 assays in Supplementary Figure S4) indicating that _HEa_miRNAs drive stress-adaptive gene programs rather than inducing direct cell injury.

We next examined whether _HEa_miRNAs modulate genes involved in epithelial-mesenchymal transition, angiogenesis, and inflammation, given their central role in trophoblast differentiation and placental development. Our results show that _HEa_miRNAs altered several EMT-related genes (ITGA2 and MMP2 downregulated, COL1A1 and COL12A1 upregulated) and angiogenesis-related genes (SLC02A1and JAG1 downregulated, FSTL1, CCND2, and OLR1 upregulated) regardless of ethanol exposure or the timing of treatment, indicating that _HEa_miRNAs together, have a dominant regulatory influence on these pathways in shaping core developmental gene programs. Inflammatory genes were more variable, with upregulation of OLR1, ADM, EDN1 and downregulation of CDKN1, BTG2, ICAM1, implying both stress and immune responses in the _HEa_miRNA treated trophoblasts. Importantly, our results showed the overlap of differentially expressed genes across various hallmark and functional categories. An *UpSet* plot-based approach (Figure 5) showed many DEGs contributed to more than one biological process, which highlights the complex, interconnected and pleiotropic transcriptomic effect of ethanol exposure and _HEa_miRNAs treatments. Notably, several genes like JAG1, FAS, CCND2, and CDKN1A were implicated in multiple functional categories including angiogenesis, apoptosis, immune and cell cycle regulation, and stress response highlighting their potential role as key regulatory hubs. The high degree of intersection among functional categories suggests that these transcriptomics changes in trophoblast cells are likely to entail coordination among a network of regulatory pathways, rather than a dominant contribution of any single pathway.

Out of eight modules that were identified from our WGCNA, the *blue, turquoise*, *brown* and *yellow* modules captured the core transcriptional programs altered in trophoblasts in response to _HEa_miRNA treatment regardless of ethanol exposure. The *blue* and *turquoise* modules were downregulated by _HEa_miRNA mimics and included genes involved in epithelial proliferation and differentiation, immune responses, and MAPK/PI3K signaling. These pathways are crucial for trophoblast invasion, migration, and immune crosstalk with the maternal environment (Knofler et al., 2019), suggesting that _HEa_miRNAs may diminish these key functions during early placental development. In contrast, the *brown* and *yellow* modules were upregulated by _HEa_miRNAs. KEGG pathway enrichment analysis indicated that the brown module was enriched for genes associated with the ‘alcoholism’. These include genes previously implicated in the pathogenesis of FASD and other placental dysfunctions, such as those associated with oxidative stress and epigenetic remodeling (Terracina et al., 2024), neutrophil extracellular trap formation, a marker for placental inflammation and immune dysregulation (Ramos et al., 2024), as well as Hippo, calcium, and Rap1 signaling, critical for syncytialization and placental barrier formation, and invasion (Gehl et al., 2025; Ray et al., 2022; Yoshie et al., 2023). The *yellow* module was enriched for ribosome biogenesis and proteostasis, suggesting that _HEa_miRNAs may control and dysregulate the high translational output needed in rapidly proliferating trophoblast cells. KEGG pathway enrichment analysis indicated that the *yellow* module was broadly, a metabolic function module (steroid biosynthesis, carbon metabolism, purine metabolism, and nucleotide metabolism). Steroid biosynthesis is particularly relevant in placental hormone production, and its dysregulation may impair endocrine functions of placenta. Furthermore, neurodegenerative disease (Alzheimer’s, Huntington’s, Parkinson’s, Amyotrophic Lateral Sclerosis) pathways enriched in the yellow module suggests cellular stress responses such as disrupted proteostasis, mitochondrial dysfunction, and altered protein turnover in trophoblasts due to _HEa_miRNA treatment. Together, these results suggest that _HEa_miRNA exposure, particularly in combination with ethanol, may disrupt trophoblast function, immune tolerance, and placental development, contributing to adverse pregnancy outcomes. Like the DEGs analysis and our volcano plots results, the WGCNA analysis highlighted that _HEa_miRNAs not only alter individual gene targets but reprograms entire gene networks that are central to placental development, immune modulation, and stress signaling.

This study has some limitations. For instance, HTR-8/SVneo cell lines, though extensively used to model placental pathologies, may not fully and accurately reflect the biology of primary extravillous trophoblasts because they were immortalized in the laboratory using the SV40 large-T-antigen (Graham et al., 1993), a process which may result in tumorigenic transformation (Ahuja et al., 2005). While our transcriptomic analyses showed that _HEa_miRNA altered the expression of a sets of genes linked to key biological processes that support placental growth and physiology, further validation is required when inferring functional outcomes. Importantly, our previous studies have demonstrated that _HEa_miRNAs regulate EMT markers at both the transcript and protein levels, impair trophoblast invasion in HTR-8 cells (Tseng et al., 2019b) and decrease murine placental and fetal growth *in vivo* (Pinson et al., 2023). Therefore, while the findings of the current study should be interpreted with caution and within the context of an *in vitro* model, and will need further validation, they are supported by our previous in both *in vivo* and *in vitro* models.

In summary, the reasons why the same levels of PAE can adversely affect some pregnancies but not others, are unclear. While socioeconomic and other factors may contribute to such variability, our previous findings that PAE pregnancies which resulted in adverse birth outcomes were also characterized by elevated _HEa_miRNAs in the 2nd trimester (Balaraman et al., 2016) provided evidence for one potential mechanistic biological explanation. This study extends the findings of that study by identifying _HEa_miRNAs rather than ethanol as the dominant driver of transcript level changes, at least in an invasive placental trophoblast cell subtype. Our RNA-seq and network analyses revealed that _HEa_miRNAs reprogram transcriptional networks that are critical for placental development and stress response, and their effects persist even in the absence of ethanol, suggesting that _HEa_miRNAs may act as dominant drivers of altered placental signaling in the context of prenatal alcohol exposure. We have found that prenatal alcohol exposure may synergize with regulatory RNAs to impair placental development, specifically the invasion, differentiation, proliferation, immune and stress response by trophoblast cells. Several hallmark processes such as hypoxia, EMT, angiogenesis, and inflammatory pathways were altered, which are known mediators of placental insufficiency, fetal growth restriction, and adverse pregnancy outcomes. In summary, these results support the hypothesis that _HEa_miRNAs function not just as biomarkers but as active endocrine mediators capable of modulating placental gene expression. These findings also point to potential for RNA-based or miRNA-targeted therapies to both preventative and therapeutic approach to improve placental function. However, these findings are based on an *in vitro* model and further understanding on how these miRNAs coordinate to shift multiple gene networks at once in the trophoblast may help identify new strategies for intervention in FASDs and pregnancy related outcomes. Future studies are needed to determine the long-term impact of these changes on placental function and fetal development, particularly *in vivo* models or primary placental tissues.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE324021.

## Supplementary material

SUPPLEMENTARY FIGURE S1 Quality control and outlier detection. **(A)** PCA was performed on the RNA-seq data, which shows that the clear separation of the samples across treatment groups with one possible outlier in the EtOH(pre)_miRmimics (right pink point). Each point represents an individual samples. **(B)** Cook’s distance plot (log_2_ scaled) identifies the same sample (S5 from EtOH(pre)_miRmimics) from PCA plot has high leverage. Therefore, the sample (S5) was removed from downstream analysis.

SUPPLEMENTARY FIGURE S2 Distinct signatures observed by Gene Set Variation Analysis (GSVA) of hallmark pathways across treatments. Heatmap showing shifts in pathway activity across treatment groups using MSigDB Hallmark gene sets. Red implies higher activity, and blue implies lower activity relative to the dataset average.

SUPPLEMENTARY FIGURE S3 Hierarchical clustering gene dendrograms grouped into modules based on co-expression similarity. **(A)** Initial modules identified before merging. **(B)** Final modules after merging similar modules using height cut-off threshold of 0.15. Colors below the dendrograms indicate module membership.

SUPPLEMENTARY FIGURE S4 Assessment of cytotoxic and apoptotic effect of ethanol and _HEa_miRNA in HTR-8/SVneo trophoblasts. **(A,B)** LDH activity after 24 h (A) and 48 h (B) ethanol exposure (0–320 mg/dL), **(C)** LDH activity at 48 h in the presence or absence of ethanol and _HEa_miRNAs, **(D)** Caspase-3/7 activity at 48 h ethanol exposure (0–320 mg/dL). Statistical significance was assessed using one-way ANOVA with multiple comparisons; ns indicates non-significant differences (p > 0.05). Each dot represents an individual biological replicate.

How the deposited data were processed for this re-analysis (not part of the article)

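Gene expression was measured by bulk RNA-seq in HTR-8/SVneo cells of 6 groups, with 3 biological replicates each. The groups combined control miRNA or the pool of 11 _HEa_miRNA mimics with no ethanol, ethanol before transfection or ethanol after transfection (320 mg/dL for 48 h). The authors extracted RNA with a minimum RIN of 7, trimmed bases below a Phred score of 20, aligned reads to GRCh38 with HISAT2 and counted reads per gene with HTSeq, with the annotation of Gencode 33. The strand setting of the counting and the tool versions, apart from Galaxy 21.01, are not stated in the paper's text. The values are raw counts per gene with no normalization, for 60616 genes. The table also holds 6 columns that belong to no sample of the study, and these were used in no step. For a pre-ethanol control library the labels give replicate 3 in its title and another number in its description, and 3 was used.

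Total counts per library were 27896820 to 38054661 over the 18 libraries. Both these counts and groups of 2 or 3 libraries limit what a test can find: on simulated data, edgeR called 55.2% of genes with a log2 change of 0.5 and 98.5% of those with a change of 1 for mimics without ethanol. In pre-ethanol cells it called 28.4% and 88.1%, and for the interaction of pre-ethanol with mimics 43.3% and 86.6%. A change of 0.5 equals the minimum fold change, so part of these genes fail by that minimum alone. By the adjusted p alone edgeR found 79.1% of the changes of 0.5 without ethanol, 67.2% in pre-ethanol cells and 71.6% for the interaction. The common dispersion was 0.00181, so replicates within a group differed little. Libraries of the same group were compared in pairs on genes with at least 20 reads, and no columns were identical. Libraries with the same replicate number in different groups were no closer than others (mean correlation of deviations 0.001, from -0.077 to 0.077), so the numbers were not taken to pair the samples, and a fit with the number as a block was an alternative.

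Genes with fewer than 10 reads in 50% or more of the libraries were removed. Tests used R 4.3.3 with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest, fitted folds with a prior of 0.125), DESeq2 1.42.0 as the alternative and the source of variance-stabilized counts, and limma 3.58.1 for camera and fry. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and gseapy 1.3.1 served for the annotation, the seed search, GSVA scores and the plots. All 6 groups were fitted in 1 model with a coefficient per group, and 13 comparisons were tested: mimics against control in each ethanol condition and averaged over them, the 6 comparisons of ethanol conditions within control and within mimic cells, and the 3 interactions. The Benjamini-Hochberg adjusted p was taken over all genes of a comparison. Replicate 2 of the pre-ethanol mimics was left out as in the paper, and all 18 libraries were an alternative. Permutation tests exchanged mimic and control labels within ethanol conditions over all possible relabelings, so that the smallest two-sided p is 0.00025. The 38 gene lists, among them 5 lists of cell type markers, came from general knowledge, since Hallmark, GO and KEGG sets were not used here. A list of 13 mitochondrially encoded mRNAs could not be tested, because these genes have no reads in the table. Scores per library were the mean over a list of log2 CPM minus each gene's mean. Clusters came from k-means with 8 clusters on the z-scored log2 CPM of genes called in any comparison, in place of WGCNA, and were set against the lists with Fisher's exact test. Seed matches were searched as 8mers in the 3' UTRs of Gencode 44, in which 18337 of the 18387 tested genes were found, and compared with 1000 sets of shuffled seeds within 10 bins of 3' UTR length.

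Genes named in the text are those the paper names, the 10 highest and 10 lowest fold changes with mimics among genes called in all ethanol conditions without overlap of mimic and control libraries and with at least 5 CPM, the 5 highest and 5 lowest in each ethanol comparison with at least 1 CPM, the 5 interaction calls with the smallest p, and up to 4 members of each list. Markers of cell types and genes of the left-out library were named from the fixed lists. Alternatives were DESeq2, its size factors within edgeR, other filters on low counts, another minimum fold change or none, fits of the compared groups alone, the replicate number as a block, all 18 libraries and leaving out each library in turn. For lists they were an estimated correlation, fry and GSVA scores, for principal components the number of genes and the scale, for clusters the number and the method, and for seeds the kind of site and the ethanol condition. Experiments on LDH and caspase activity have no counts here and were left out.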

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

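The split of the samples for the interaction of post-ethanol with mimics, the balanced choice of mimic libraries and the 3 tests on the left-out library were chosen after the result was seen, and the other tests were set earlier.

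In replicate 2 of the pre-ethanol mimics, which the paper left out of its analysis, the median log2 difference from the other libraries of its group was 2.687 for hypoxia genes, 1.512 for glycolysis genes and 1.719 for NF-kB genes, and 1027 genes were off by more than 1 log2 unit.

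The tables argue against a control library under a mimics label, since the genes of the mimic response lay at a median of 0.852 in the direction of the mimics, as in the other pre-ethanol mimic libraries (0.842 and 0.861), though 83.9% of these genes lay in that direction, against 100% in each of the others. RNA from cells of another kind stays open: 1 gene with at least 1 CPM there had no read in the other 17 libraries, but a stray read in any of these removes a gene from the count, and the endothelial list lay at a median of 1.554, with VWF (20.4 against 6.80 CPM), ESAM (15.6 against 1.27 CPM) and ROBO4 (7.70 against 0.914 CPM) higher there, as was ITGAM (2.06 against 0.277 CPM), while PECAM1 (0.278 against 0.326 CPM) and TEK (6.35 against 7.09 CPM) were not. Whether a hypoxia response in that culture explains the pattern stays open, since the hypoxia list at 2.687, led by NDRG1, LOX and ANGPTL4, is the pattern itself. Outside that list HIF1A-AS3, which the paper calls induced by hypoxia, was higher there too. HIF1A mRNA was lower, at 237 against 610 CPM. These values come from that library alone and do not decide on the cause. The paper states that ethanol-exposed cultures were kept in sealed containers, and whether this or the ethanol lowered oxygen in this culture was not tested; the other 2 libraries of the group had hypoxia scores of -0.033 and -0.055, where this library had 2.838.

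Effects of mimics that differed between ethanol conditions were found by the interaction tests. edgeR called 1 gene for pre-ethanol against no ethanol, 38 for post-ethanol against no ethanol and 55 for post-ethanol against pre-ethanol. The single pre-ethanol gene was CLPTM1L (0.542), and it was lost in 7 of the leave-one-out runs. For post-ethanol against no ethanol the smallest p-values were those of FOSB (-0.915), DUSP6 (-0.51), EGR3 (-1.563), SGK1 (-0.533) and FAT4 (0.506). For post-ethanol against pre-ethanol they were those of SEMA5A (0.587), TIMP3 (0.598), FAT4 (0.613), PDE1C (-0.515) and DUSP6 (-0.505). EGR3, FOSB and DUSP6 answer growth factor signals within minutes, and all 3 fell further with mimics when ethanol came after transfection. Of 100 splits that exchanged ethanol labels within control and within mimic cells, 9 gave at least the 38 calls of post-ethanol against no ethanol, the real split included. The highest other split gave 800, many times the real count, which points to a structure of the samples: the other 8 all exchanged unequal numbers in control and mimic cells, which turns the ethanol effect itself into an interaction. The 39 splits with equal numbers gave at most 0 calls by edgeR, at a common dispersion of 0.00349 to 0.00375 (0.00181 in the real split), so they could find less, and the splits do not decide on chance. The counts also moved with single libraries: the 55 became 19 without pre-ethanol mimics replicate 1 and 151 without pre-ethanol control replicate 3.

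More genes passed the thresholds in pre-ethanol cells alone than in the other conditions. Fewer mimic libraries in pre-ethanol do not account for it, since with 2 mimic libraries in each condition the count stayed at least 1.502 times the larger of the others. A true difference of the mimic effect between conditions stays open: the interaction tests against no ethanol and post-ethanol called 56 genes in sum over all genes, 0.071 times the 792 (0.002 to 0.266 times under the alternatives), and 9 of the 792 themselves. A threshold that splits genes with like effects stays open as well, since the median fold change in the direction of pre-ethanol was 0.498 times that in pre-ethanol over the pooled values of both other conditions, and 0.473 times over their mean per gene. Choosing genes that pass in pre-ethanol and fail in the others lowers this ratio by itself. The simulated changes do not settle this. A change of 0.5 equals the minimum fold change, so part of these genes fail by that minimum at any number of libraries. The interaction tests called 29.9% to 43.3% of them and found 64.2% to 71.6% by the adjusted p alone (edgeR). Of the 792 genes, 28 passed the adjusted p of an interaction test. Smaller differences were not simulated, so these explanations were not told apart.

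Genes with seed matches to the mimics lay lower than genes without, a signal in sites the paper did not analyse. The difference in medians was -0.0512, below all 1000 sets of shuffled seeds. Direct silencing through the seeds may therefore explain a part of the falls, for example that of MMP2, which has an 8mer match to miR-299-3p, though genes that rose, such as KCND3 and EDN1, have 8mer matches too. The shift is small beside the changes of the called genes. Of 1431 genes called lower, 705 were searched, and 45.5% of these have an 8mer match. The share in uncalled genes of like 3' UTR length was 37.9%, so a match by itself does not show that a site accounts for a gene's fall. For the searched genes without a match an 8mer site does not account for the fall, and 7mer-m8 sites are not counted in this share. CDKN1A and BTG2 fell without an 8mer match. Both are on the list of p53 targets, which fell as a whole, but p53 activity itself was not tested, so the list gives no cause. CDKN1A also has a 7mer-m8 match to miR-519a-3p, so silencing stays open for it.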

How the results depend on the processing

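Alternatives chosen after the values were seen are DESeq2 with a minimum absolute log2 fold change of 1, 2 mimic libraries in every condition, principal components of 100 or 50 genes, and leaving out libraries for single genes.

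The fall of stress and inflammatory genes and the rise of lipid synthesis genes with mimics kept their direction under every alternative run with 17 libraries. DEG counts of mimics against control were within 1.5 times under DESeq2, its size factors, other filters, fits of the compared groups alone and the replicate number as a block (1959, 2260 and 1862 with the block). DESeq2 gave 22 DEGs for pre-ethanol in mimic cells (37 with edgeR) and 4 for the interaction of pre-ethanol with mimics (1 with edgeR). Fits of the compared groups alone gave 58 and 0, the latter beside 1207 genes at an unadjusted p under 0.05 in the edgeR fit of all groups. The causes were not tested.

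A minimum absolute log2 fold change of 1 lowered the counts by its construction. Mimics then changed 500 genes without ethanol, 740 in pre-ethanol, 535 in post-ethanol cells and 439 averaged; 224 were shared and 153, 365 and 203 unique to no ethanol, pre-ethanol and post-ethanol. Pre-ethanol, post-ethanol and their difference changed 11, 36 and 104 genes in control and 16, 109 and 138 in mimic cells, and the interactions called 0, 9 and 22. DESeq2 at this minimum gave 468, 657 and 496 with mimics, 217 shared and 139, 301 and 176 unique. Without a minimum fold change the counts rose to 7974, 7986, 7488 and 11092 with mimics, 702, 1645 and 3375 in control and 543, 2939 and 3526 in mimic cells, 2, 216 and 295 for the interactions, 5273 shared and 996, 1118 and 1122 unique. Without a filter on low counts pre-ethanol changed 104 genes in control and 83 in mimic cells, and the interactions called 62, 118 and 146; genes with few reads came in.

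All 18 libraries changed most counts that involve ethanol, and the cause was not tested. Ethanol then changed 3, 16 and 123 genes in control and 12, 52 and 849 in mimic cells, the interactions called 0, 0 and 3, and 264, 1463 and 305 genes were unique to no ethanol, pre-ethanol and post-ethanol. Of the 12 tests on the genes of Figure 3, 4 passed (7 with 17 libraries). VEGFA reversed in pre-ethanol cells (0.806), as did NDRG1 (1.16) and PTGS2 (0.001) averaged over conditions. For pre-ethanol in mimic cells 2 lists reversed: ribosomal proteins rose (adjusted p = 5.34e-08, and 0.0625 to 0.826 under the other alternatives) and chaperones fell (adjusted p = 0.759, and 0.00437 to 0.494 under the others). Of 318 results for named genes, 245 kept direction and side of the threshold, 67 became weaker and 3 stronger; with DESeq2 294 did so and 6 became weaker, where the other 18 had no DESeq2 value to compare, and with the block 312 and 6.

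PC1 took 71% of the variance with 500 genes, 72.8% with 1000, 62% with 100, 54.4% with 50, 56% with all genes, 48.3% on log2 CPM and 53.1% with all 18 libraries. PC2 took 7.9% with 100 genes, 9.4% with 50, 10.8% with all genes and 30.1% with all 18 libraries. The variance share of mimics was 66.55% over genes with at least 5 CPM, 55.07% on variance-stabilized counts and 27.49% with all 18 libraries, and that of ethanol 15.2% and 14.93% in the first 2 of these. With an estimated correlation 10 lists passed camera for the averaged mimic effect, against 26 with the preset one. The others did not stand out from the rest of the genes by that test. Permutation of GSVA scores asks instead whether a score differs between mimic and control libraries. Most of those lists passed it, such as ribosome biogenesis and proteasome (adjusted p = 0.0009 each, exact permutation), so passing it does not set a list apart from the others. With 10 clusters 5 lists overlapped a cluster, against 8 with 8 clusters.

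Leaving out each library in turn gave 1703 to 1916 DEGs with mimics without ethanol, 1976 to 2560 in pre-ethanol, 1657 to 1870 in post-ethanol cells and 2346 to 2552 averaged. Ethanol changed 23 (without pre-ethanol control replicate 1) to 87 (without pre-ethanol control replicate 3), 89 to 123 and 370 to 494 genes in control cells. In mimic cells it changed 17 (without pre-ethanol mimics replicate 1) to 30, 217 (without post-ethanol mimics replicate 2) to 360 and 314 (without pre-ethanol mimics replicate 1) to 494. The interactions called 0 to 3, 27 to 46 and 19 (without pre-ethanol mimics replicate 1) to 151 (without pre-ethanol control replicate 3). Shared genes numbered 901 to 1000, and genes unique to no ethanol 302 to 548, to pre-ethanol 609 to 962 and to post-ethanol 423 to 549. Genes of Figure 3 passed in 6 to 7 tests, PC1 took 70.3% to 71.9% and PC2 7.7% to 9.2%, and the shares were 34.45% to 37.26% for mimics and 14.26% to 15.28% for ethanol. Where a group kept a single library, that library was assumed to vary like the other groups. Depth limits genes such as HIF1A-AS3 with about 1 CPM, and groups of 2 or 3 libraries limit changes near 0.5.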

Differences from the paper's values

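The comparison with DESeq2 at a minimum absolute log2 fold change of 1 was chosen after seeing the values, and all other settings named here were set before the data were examined.

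The paper's count of DEGs for pre-ethanol in mimic cells is about 22 in Fig. 1B, and edgeR gave 37. Values within 1.5 times the paper's came from DESeq2 (22), the replicate number as a block (26), a minimum absolute log2 fold change of 1 (16) and leaving out single libraries (17 to 30). Outside that range were DESeq2's size factors (38), no filter on low counts (83), filterByExpr (42), all 18 libraries (12), no minimum fold change (543) and the compared groups alone (58).

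The paper's count of DEGs shared by the 3 ethanol conditions is 217, and 990 were found here at the thresholds the paper states. The paper's counts of genes unique to no ethanol, pre-ethanol and post-ethanol are 139, 301 and 176, and 437, 792 and 514 were found. A minimum absolute log2 fold change of 1 came within 1.5 times, with 224 shared and 153, 365 and 203 unique. The other alternatives did not: DESeq2 gave 968 shared genes and 374 and 692 unique to no ethanol and pre-ethanol, its size factors within edgeR 991, 438 and 798, the replicate block 982, 458 and 712, no filter 977, 531 and 862, and filterByExpr 1016, 503 and 832. All 18 libraries gave 690, 264 and 1463, no minimum fold change 5273, 996 and 1118, the compared groups alone 975, 491 and 735, and leaving out single libraries 901 to 1000, 302 to 548 and 609 to 962. For genes unique to post-ethanol these alternatives gave 305 to 1122. DESeq2 at a minimum of 1, chosen after seeing the values, gave the paper's 217, 139, 301 and 176; at that minimum it called 468, 657 and 496 of the 1821, 2197 and 1745 DEGs it called at 0.5.

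The paper counts MMP2 among EMT genes raised by the mimics, while its discussion and Fig. 4A have it lower; here its log2 fold changes were -1.58, -1.84 and -1.42, and COL12A1, IGFBP3 and CALD1 rose. The paper ranks OLR1 as the most significant rise of its inflammatory and angiogenesis sets and TGFB2 of its apoptosis set; among all rising genes OLR1 ranked 7, 9 and 4 and TGFB2 ranked 3, 3 and 5 by DESeq2, where Hallmark sets were not used. It states that ethanol did not alter the mimic effects on these genes, while the interaction test of post-ethanol against no ethanol gave 0.62 for OLR1 (adjusted p = 0.000525, edgeR); for TGFB2 it gave -0.162 and did not pass (adjusted p = 0.263), and against pre-ethanol -0.262 (adjusted p = 0.0369). ENG was raised by the mimics here too, by 0.11 averaged over conditions, which is below the minimum fold change of the paper's DEGs. The sum of DEGs over 9 comparisons matches the paper's number of significant genes with DESeq2 (6976), and the different genes number 3443. The F values of the genes of Figure 3 match the paper's.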

Other observations

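The tests on interferon genes, on cells of another type and on splits for the DEG counts were set before the values were seen; the split for the interaction was chosen after. With the mimics cholesterol and fatty acid enzymes, SLC7A11 and YAP/TAZ targets such as ANKRD1 rose, and p53 targets, NF-kB genes and immediate early genes fell in each ethanol condition with 17 libraries, while the NF-kB median in pre-ethanol cells was 0.35 with all 18. CDKN1A, BTG2, FAS and GDF15 fell together. Of 6 syncytiotrophoblast markers tested 3 were called higher, PSG5 at 2.50, KISS1 at 2.12 and PSG4 at 1.77 on the log2 scale averaged over conditions, from levels of 0.211, 0.235 and 1.79 CPM in control cells, and PSG paralogs share reads; CGB7 (0.75 and 0.718 CPM in control and mimic cells) and INHA (0.984 and 0.94 CPM) did not rise, and SDC1, the most abundant of them, fell from 291 to 221.8 CPM. The list as a whole had a median of 0.87 over 6 genes and did not pass (adjusted p = 0.344).

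MMP1, CEMIP and IL24 were higher with ethanol before transfection and lower with ethanol after it, in control and in mimic cells. The order of exposure and the time from exposure to harvest differ together between these groups, so they cannot be separated here. In control cells ethanol before transfection raised immediate early genes and lowered histone genes, and ethanol after transfection raised p53 targets, which the mimics lowered. In mimic cells fibroblast marker genes were lower in post-ethanol than in pre-ethanol cells (adjusted p = 0.0353 with an estimated correlation), DCN among them, and endothelial markers did not pass (adjusted p = 0.0677).

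Double-stranded RNA from mimics could set off an interferon response. The 26 interferon genes had a median log2 fold change of 0.001 (mean -0.074, test downward, adjusted p = 0.665), with 1 called higher and 5 lower, among them IFI44 (-0.93), HERC5 (-0.67) and RIGI (-0.65), and 8 higher and 10 lower at an adjusted p under 0.05; members that go both ways argue against such a response as a whole in mimic cells beyond that of control miRNA. Cells of another type in the mimic groups could raise marker genes. The endothelial markers had a median of -0.238 (mean -0.204, though camera pointed up, adjusted p = 0.92). Of the 4 that reached 1 CPM, VWF (1.27) and TEK (from 4.71 to 7.36 CPM) rose. TIE1 (-0.24) and ESAM (from 1.52 to 1.29 CPM) fell. Leukocyte markers were at most 0.434 CPM. Endothelial markers that go both ways and leukocyte markers at this level argue against such cells. Of 9 fibroblast markers 4 were called higher and 1 lower (median 0.36, adjusted p = 0.0342 with an estimated correlation), with THY1 at 0.52 and FAP at -0.82, and adjusted p = 0.118 over all 18 libraries; the line expresses 8 of them by itself.

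Lists that belong to no claim gave the following for the averaged mimic effect. ER chaperones had a median of 0.16 (17 genes, adjusted p = 2.23e-05, adjusted p = 0.172 with an estimated correlation), with CANX at 0.96. Alcohol metabolism genes had a median of 0.19 over 7 genes (adjusted p = 0.115), with ALDH9A1 at 0.39. The miRNA machinery had a median of -0.04 over 13 genes (adjusted p = 0.446), with TNRC6C at 0.66 and TNRC6B at -0.64. Published targets of the seed that miR-449a shares with miR-34 had a median of -0.11 over 27 genes (adjusted p = 2.5e-05, adjusted p = 0.0937 with an estimated correlation), with LEF1 at -1.05. Published targets of miR-204 had a median of -0.21 over 26 genes (adjusted p = 2.3e-05, adjusted p = 0.0275 with an estimated correlation), with RAB22A at -0.99. Trophoblast markers had a median of -0.09 over 11 genes (adjusted p = 0.606), with DIO2 at 1.42 and MMP9 at -0.95.

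Other splits of the same libraries were counted for the DEG counts. For the averaged mimic effect 1 of 100 drawn splits, the real one, reached 2430 DEGs, and the highest other split gave 1943. This share is under 0.05, which argues against chance, though 100 splits cannot exclude it. For comparisons of 3 libraries with 3 there are 10 splits, too few for a share under 0.05, and 1 split, the real one, had the highest count in each. Mimics without ethanol gave 1967 DEGs and in post-ethanol cells 1855, and the highest other split gave 0 in both. In control cells pre-ethanol gave 42 (highest other 3), post-ethanol 129 (1) and post-ethanol against pre-ethanol 464 (0). Post-ethanol in mimic cells gave 373 (0).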
